# Fibroblasts inhibit osteogenesis by regulating nuclear-cytoplasmic shuttling of YAP in mesenchymal stem cells and secreting DKK1

**DOI:** 10.1186/s40659-023-00481-y

**Published:** 2024-01-20

**Authors:** Fei Huang, Guozhen Wei, Hai Wang, Ying Zhang, Wenbin Lan, Yun Xie, Gui Wu

**Keywords:** Fibroblasts, Osteoblast differentiation, MSCs, Cell competition, YAP

## Abstract

**Background:**

Fibrous scars frequently form at the sites of bone nonunion when attempts to repair bone fractures have failed. However, the detailed mechanism by which fibroblasts, which are the main components of fibrous scars, impede osteogenesis remains largely unknown.

**Results:**

In this study, we found that fibroblasts compete with osteogenesis in both human bone nonunion tissues and BMP2-induced ectopic osteogenesis in a mouse model. Fibroblasts could inhibit the osteoblastic differentiation of mesenchymal stem cells (MSCs) via direct and indirect cell competition. During this process, fibroblasts modulated the nuclear-cytoplasmic shuttling of YAP in MSCs. Knocking down YAP could inhibit osteoblast differentiation of MSCs, while overexpression of nuclear-localized YAP-5SA could reverse the inhibition of osteoblast differentiation of MSCs caused by fibroblasts. Furthermore, fibroblasts secreted DKK1, which further inhibited the formation of calcium nodules during the late stage of osteogenesis but did not affect the early stage of osteogenesis. Thus, fibroblasts could inhibit osteogenesis by regulating YAP localization in MSCs and secreting DKK1.

**Conclusions:**

Our research revealed that fibroblasts could modulate the nuclear-cytoplasmic shuttling of YAP in MSCs, thereby inhibiting their osteoblast differentiation. Fibroblasts could also secrete DKK1, which inhibited calcium nodule formation at the late stage of osteogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40659-023-00481-y.

## Background

Bone possesses natural self-repair capabilities and can initiate a repair process when fractures occur. During the repair process, a soft callus containing fibrous tissues and cartilaginous tissue initially forms. Later, the soft callus becomes a mature bony callus by intramembranous and endochondral ossification [1]. The newly formed callus can eventually unite the broken bone, leading to fracture healing. However, certain large bone defects or complex fractures may exceed the bones’ inherent repair abilities, resulting in insufficient bony callus generation and bone nonunion. In this context, fibrous tissues overgrow in the gap between the fractured bones, creating a scar-like connection [2]. Nevertheless, scar tissue repair cannot fully restore bone function due to its inability to withstand mechanical stress. Therefore, there are two potential outcomes for the repair of bone fractures: bone repair or fibrous scar repair. However, the interaction of these two repair processes and whether these two types of repair processes compete with one another in vivo remain largely unknown.

Mesenchymal stem cells (MSCs), which can be differentiated into osteoblasts, play important roles in bone repair. Enhancing the homing and osteoblast differentiation of MSCs are major approaches to improve bone regeneration [3–5]. Cytokines such as bone morphogenetic protein 2 (BMP2) have been utilized to promote osteoblast differentiation of MSCs [6]. Fibroblasts are the core components of fibrous scars. Fibroblasts have been reported to inhibit the osteogenic differentiation of MSCs in diverse ways. Kaneda-Ikeda et al. demonstrated that fibroblasts regulate mir-10-3p and ETS variant transcription factor 1 (ETV1) expression to inhibit osteogenic differentiation of MSCs [7]. In addition, dental silver fibroblasts have been shown to directly secrete BMP natural inhibitors, such as Gremlin1, to inhibit preosteoblast osteogenic differentiation [8].

However, few studies have focused on the cell-to-cell interaction between fibroblasts and MSCs in the defective bone environment. Competitive cellular interactions are prevalent in nature. Lower-fitness cells were eliminated, while fitter winner cells survived during competition [9]. However, it remains unclear whether and how fibroblasts compete with MSCs during bone repair to affect the outcome of bone repair.

Our research indicates that fibroblasts inhibit BMP2-mediated osteoblast differentiation of MSCs via cell competition between fibroblasts and MSCs. The effector of the Hippo signalling pathway, Yes-associated protein (YAP)/tafazzin (TAZ), can sense changes in the competition of space and nutrients between cells [10]. Nuclear localized YAP has also been reported to enhance osteoblast differentiation of MSCs [11]. Interestingly, our results show that fibroblasts can regulate the nuclear-cytoplasmic shuttling of YAP in MSCs. Furthermore, constitutively nuclear localized YAP in MSCs can reverse the inhibition of osteogenic differentiation of MSCs caused by fibroblasts. These results indicate that fibroblasts can inhibit MSC osteoblast differentiation by regulating YAP localization in MSCs. In addition, fibroblasts can inhibit osteoblast differentiation of MSCs indirectly via Dickkopf WNT signalling pathway inhibitor 1 (DKK1) secretion. Overall, our research reveals how fibroblasts can regulate osteogenesis directly via cell competition and indirectly via cytokine secretion. YAP and DKK1 can be potential targets for improving bone regeneration in the future.

## Materials and methods

### Reagents

BMP2 (R&D, Minnesota, USA, 355-BM-100), DKK1 (BioLegend, California, USA, 759602), 4′,6-diamidino-2-phenylindole (DAPI, Solarbio, Beijing, PRC, C0060), carboxyfluorescein succinimidyl ester (CFSE, eBioscience, California, USA, 65-0850-84) and gallocyanine (Selleck, Texas, USA, S5602) were used. The antibodies used in this study were monoclonal anti-YAP (Cell Signaling Technology, Boston, USA, 14074), anti-pYAP S127 (Cell Signaling Technology, Boston, USA, 13008), anti-actin alpha2, smooth muscle (anti-α-Sma, Servicebio, Wuhan, PRC, GB111364), anti-osteocalcin (anti-OCN, BioByt, Cambridge, UK, orb259644), tetramethylrhodamine isothiocyanate (TRITC)-conjugated anti-rabbit antibody (ABclonal, Wuhan, PRC, AS040), fluorescein 5-isothiocyanate (FITC)-conjugated anti-mouse antibody (ABclonal, Wuhan, PRC, AS001) and anti-β-actin (Sigma, St. Louis, USA, A1978). Tris-HCl, NaCl and other chemicals were purchased from Sigma.

### Cell culture and differentiation

MSCs were obtained from bone marrow taken from C57BL/6 mice (BMSCs). Total bone marrow cells were cultured in stem cell cultures with 10% foetal bovine serum (FBS) from Cyagen (Guangzhou, PRC). After 48 h, the suspended cells were discarded, and the adherent cells were cultured for 2 weeks to obtain primary mouse BMSCs. The BMSCs used for differentiation assays were at less than eight passages. BMSCs from mice were cultured in differentiation media (α-MEM with 10% FBS, 50 µM ascorbic acid, and 100 mM β-glycerophosphate from Gibco) with 200 ng/mL BMP2 to induce osteoblast differentiation. After BMSCs were cultured in the differentiation media for 7 days, alkaline phosphatase (ALP) staining was conducted using the BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime) to examine the early osteoblast differentiation of BMSCs. Furthermore, Alizarin red staining (Solarbio, Beijing, PRC) was conducted to examine the late osteogenic differentiation of BMSCs after BMSCs were cultured in differentiation media for 14–21 days. Mouse embryonic fibroblast (MEF) cells were extracted from 13.5-day embryos of C57BL/6 mice. MEFs, at less than five passages, were cultured in DMEM (Gibco, California, USA) with 10% FBS (Gibco, California, USA).

### CFSE-labelled MSCs

BMSCs were resuspended in 1 mL of PBS with 2.5 µM CFSE. BMSCs were dyed in CFSE solution and shaken in a 37 °C water bath for 10 min. Then, the cells were washed with complete stem culture media twice before the following experiments.

### Adenovirus infection of MSCs

The shRNA for YAP and constitutively active YAP (5SA) DNA were obtained from Cyagen (Guangzhou, PRC) and delivered via adenovirus. The shRNA sequence for YAP was 5′-ATGTGTCTCCAGGAGTAATAA-3′. The mutant form of YAP (5SA) had mutations at S61, S109, S127, S164 and S381. MSCs were infected with either the shRNA for YAP to knock down its expression or the constitutively active YAP (5SA) to overexpress it. Western blot analysis was performed 48–72 h after infection to confirm the expression levels of YAP. Equal numbers of MSCs with YAP knockdown/overexpression or controls were used for further differentiation assays.

### Cell proliferation

MSCs (3 × 10^3^) were cultured in a single well of a 96-well plate for 0 d, 1 d, 2 d and 3 d. Subsequently, cells were harvested and subjected to the CCK-8 assay. Absorbance at 450 nm was examined using a Molecular Devices SpectraMax i3X system. The experiments were conducted three times, and the average relative cell viability to Day 0 was calculated.

Quantitative analysis of cell proliferation under cell coculture conditions was performed as follows. After being labelled with the fluorescent dye CFSE, MSCs were cultured with the indicated treatment. Subsequently, cells were harvested and subjected to flow cytometry using BD Accuri C6. The percentage of MSCs with decreased fluorescence provided an indication of the proportion of proliferating MSCs.

### Cell migration

A total of 5 × 10^3^ MSCs labelled with CFSE and 5 × 10^3^ MEFs in free DMEM were placed on the upper layer of a Corning (New York, USA) cell culture insert with an 8.0 μm polycarbonate membrane. DMEM with 10% FBS and 200 ng/mL BMP2 was placed below the cell permeable membrane. Following an incubation period of 24 h at 37 °C and 5% CO_2_, the cells that had migrated through the membrane were harvested and subjected to immunofluorescence. Images were taken using a Zeiss Axio Scope A1 FL for FISH microscopy.

### Human samples

Human samples were obtained from patients with unhealed fractures over 6 months who were diagnosed with bone nonunion, which required surgical intervention in the clinic. During the operation, tissues in the gap of bone fracture were harvested and stored in formalin solution for further analysis. All experiments were approved by the Ethical Committee of First Affiliated Hospital, Fujian Medical University (MRCTA, ECFAH of FMU [2022]340), and all patients signed informed consent forms. Detailed characteristics of the donors are shown in Additional file 1: Table S1.

### Mice

Female C57BL/6 mice, 6–8 weeks old, used in this study were bred and maintained in a specific pathogen-free animal facility at Fujian Medical University. All animal experiments were approved by the Animal Ethical Committee of Fujian Medical University (FJMU IACUC 2021-0506). To exclude the interference of in situ osteoblasts, we used only an ectopic bone formation model. C57BL/6 mice were anaesthetized with an intravenous injection of 1.5% pentobarbital sodium (40 mg/kg body weight, Sigma, USA). A 1 cm skin incision was made on the skin of each mouse’s back, and the myolemma was longitudinally split. BMP2-loaded collagen materials (7.5 µg BMP2/150 µL 3% rat tail collagen I solution) or control materials (vehicle/150 µL of 3% rat tail collagen I solution) were implanted into the intramuscular gap of the backs of the mice. The control group or the BMP2 group contained five animals each in one experiment. Animals in the same group were fed in the same cage. The operation was performed by the same researcher, and all the mice were maintained in the same environment to minimize potential confounders. The experiment was repeated three times, and a total of 30 mice were used. After the muscles and skin were sutured, 200,000 IU penicillin sodium was injected intramuscularly to prevent possible infection. Animals were sacrificed after 8 weeks, and no animals were excluded from the experiment. Approximately 0.5 cm^3^ tissues around the implanted sites were harvested for further examination.

### Masson staining

The tissues were embedded in paraffin and cut into 2.5 μm tissue sections. Tissue sections were dewaxed with xylene and rehydrated with a gradient of 100%, 95% and 75% alcohol. A Masson staining kit (Solarbio, Beijing, PRC, G1346) was used to stain the sections. Then, a neutral resin was used to mount the sections. Photos were taken using a BX53 Olympus microscope.

### Immunofluorescence

The protocol was the same as that of Masson staining before tissue sections were incubated with the primary antibodies. For cell samples, the samples were harvested and fixed with 4% paraformaldehyde (Sigma, Shanghai, PRC) for 20 min. Then, 10% BSA was used to block the cell samples for 20 min, and 0.25% Triton X-100 was used to permeate the samples for 5 min at room temperature. After that, the samples were incubated with primary antibodies overnight at 4 °C. On the second day, samples were further incubated with TRITC- or FITC-conjugated secondary antibodies for one hour at room temperature. DAPI (Solarbio, Beijing, PRC, C0060) was used to stain the nucleus. Images were taken using a Zeiss LSM 800 laser scanning confocal microscope.

### Immunoblotting

Cells were lysed with TNE buffer (10 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, 0.5% NP40, pH = 7.5) for the immunoblotting assay. The cell lysates were mixed with 4× loading buffer (40 mM Tris-HCl, 200 mM DTT, 4% SDS, 40% glycerol, 0.032% bromophenol blue, pH = 8.0) and run with 4% stacking gel and 10% separating gels. Proteins on the gels were transferred to nitrocellulose filter membranes for antibody incubation. The membrane exposure was performed using the Thermo Pierce ECL and FluorChem E (Protein Simple, California, USA) System.

### Quantitative real-time PCR

Total cell RNA was isolated using TRIzol (Invitrogen, California, USA), and cDNA was synthesized using Revertra Ace (Promega, Madison, USA). Real-time PCR was performed using an ABI QuantStudio 5 system. The expression level of genes was measured using the comparative Ct method. Expression values were normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) expression. The primer sequences are shown Additional file 1: Table S2.

### RNA-seq

The RNA-seq data were obtained from the Illumina HiSeq platform (Illumina, Inc., San Diego, CA, USA). RNA library preparation was performed as described in the instructions provided in the QIAseq Stranded RNA Library Kits (QIAGEN, Dusseldorf, Germany). Total RNA was extracted from cells, and the mRNA was fragmented to an average insert size of 200–400 bp. The resulting RNA fragments were then converted into first-strand cDNA using reverse transcriptase (Thermo Fisher Scientific, Massachusetts, USA) and random primers. The first-strand cDNA was further converted into double-stranded DNA in the presence of dUTP, and these cDNA fragments were subjected to the addition of a single ‘A’ base and subsequent ligation of the adapter. The products were purified and enriched via PCR to generate the final library. The libraries were sequenced on the Illumina HiSeq platform (Illumina, Inc., San Diego, CA, USA). Raw sequences were mapped to the mouse genome mm10 by STAR (v2.5.4b_ENREF_32) [12]. The expression level FPKM values were obtained from Cuffnorm in the Cufflinks package (v2.2.1) [13]. The data could be assessed online at the Gene Expression Omnibus (GEO) (No. GSE205156).

### ELISA

For ELISAs, 1 × 10^4^ MSCs and MEFs were cultured in 1 mL of medium with 2% FBS. Supernatants from cell cultures were collected as samples and subjected to DKK1 ELISAs (Multi Sciences, Hangzhou, PRC, EK2111).

### Statistical analysis

Statistical analysis was performed using Student’s t test, one-way ANOVA and two-way ANOVA. *P* values < 0.05 were considered statistically significant.

## Results

### The formation of fibrous scars could compete with BMP2-mediated osteogenesis

Bone defects can be repaired through complete bone regeneration or by connecting remaining bone fragments using soft tissues. Specifically, we examined the soft tissues harvested from patients who had experienced bone nonunion after fractures occurred for over 6 months. Masson staining showed that most of the newly regenerated bone tissues (stained red) were located at the boundary of bone nonunion. However, fibrous scars (stained blue) comprised the main components of the soft tissues derived from bone nonunion, where the regeneration of bones was not active (Fig. 1A). These results indicated that competition may exist between bone regeneration and the formation of fibrous scars during the repair of bone fractures. We further analysed the mechanisms involved in this competition in a mouse model and in vitro cell culture models.

**Fig. 1:**
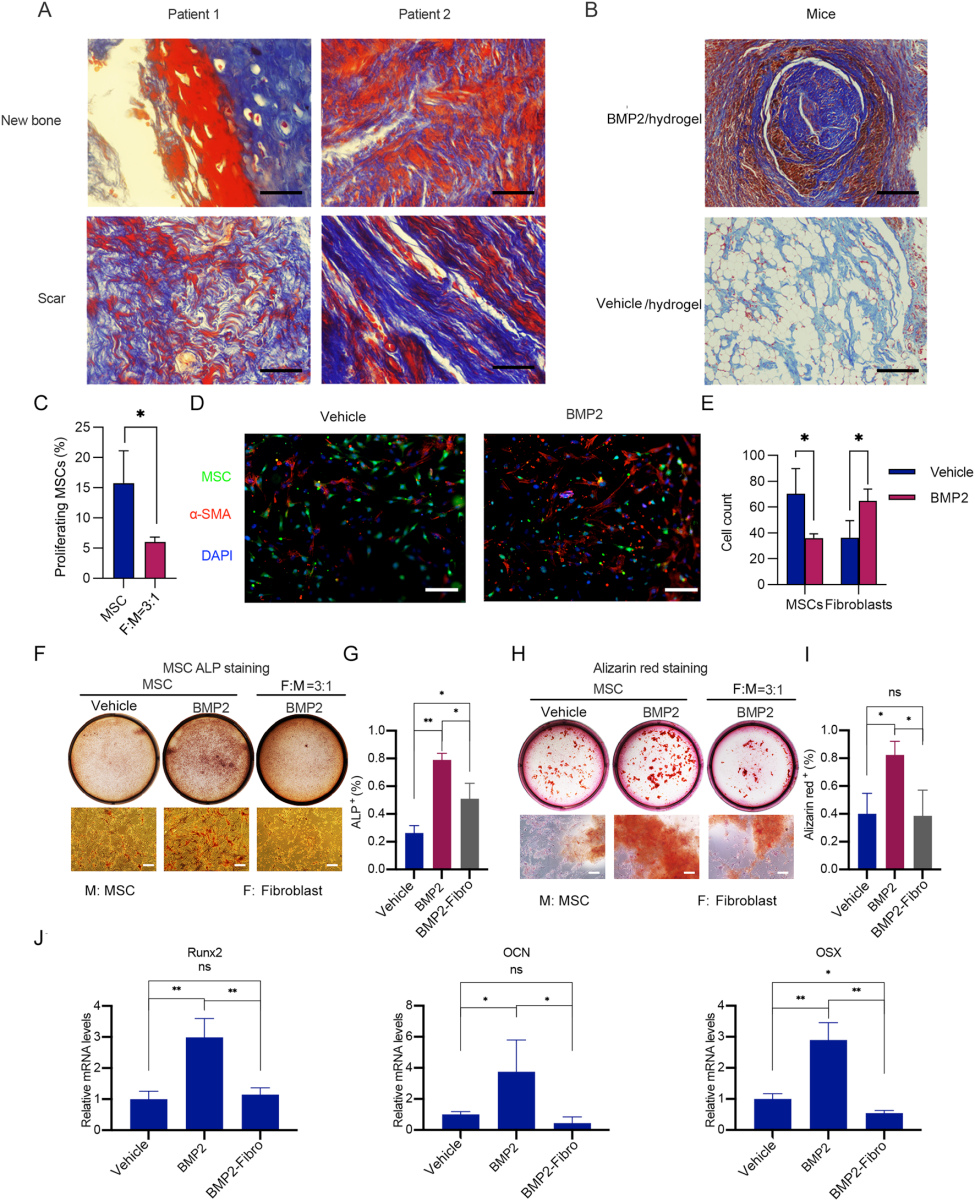
Assessment of the roles that fibrous tissues and fibroblasts played on osteogenesis. **A** Masson staining was performed on tissues harvested from patients with bone nonunion. Blue staining indicated the presence of fibrous tissues while the red staining indicated the presence of newly formed bone. Scale bars of the ×100 photos were 100 μm. **B** Tissues obtained from the experiments of BMP2 induced ectopic bone formation were subjected to Masson staining. Blue staining represented fibrous tissues and the red staining indicated the presence of newly formed bone. Scale bars of the ×100 photos were 100 μm. **C** After being labelled with 2.5 µM CFSE (green fluorescence), a total of 5 × 10^3^ MSCs were cultured either alone or with 1.5 × 10^4^ fibroblasts in a single well of a 24-well plate for 72 h. Subsequently, the cells were harvested and subjected to flow cytometry. Cells exhibiting green fluorescence signals lower than parental cells were indicative of proliferating cells. Three independent experiments were conducted, and the average percentages of proliferating MSCs were calculated and shown (*P < 0.05). *M* MSC, *F* fibroblast. **D** After being labelled with 2.5 µM CFSE (green fluorescence), a total of 5 × 10^3^ MSCs were cultured with an equal number of fibroblasts in free DMEM on the upper layer of Corning cell culture insert with 8.0 μm polycarbonate membrane. The complete culture media, supplemented either with a vehicle or with 200 ng/mL BMP2, was placed below the cell permeable membrane. Representative immunofluorescent staining images of the fibroblasts and MSCs that migrated through the Transwell membrane were presented. Green cells indicated MSCs, red cells indicated α-SMA^+^ cells (fibroblasts), and blue colour indicated DAPI, a marker of nucleus. Scale bars, 100 μm. **E** Quantitative analysis of the numbers of MSCs and fibroblasts in **C** was conducted. Cell numbers of at least three fields were counted and average cell numbers were calculated (*P < 0.05; **P < 0.01). **F** A total of 1 × 10^4^ MSCs were cultured either alone or with 3 × 10^4^ fibroblasts in a single well of a 12-well plate. The cells were treated either with a vehicle or with 200 ng/mL BMP2 for 7 days. Subsequently, the cells were harvested and subjected to ALP staining. Representative images of the wells and cells were presented. Scale bars, 100 μm. *M* MSC, *F* fibroblast.** G** The percentages of ALP^+^ cells in **E** were quantitatively analysed. The average percentages of ALP^+^ cells were calculated from at least three fields and shown (*P < 0.05; **P < 0.01). **H** 1 × 10^4^ MSCs were cultured either alone or with 3 × 10^4^ fibroblasts in a single well of a 12-well plate. The cells were treated either with a vehicle or with 200 ng/mL BMP2 for 14 days. Subsequently, the cells were harvested and subjected to Alizarin red staining. Representative images of the wells and cells were presented. Scale bars, 100 μm. **I** The Alizarin red^+^ area percentages in **G** were quantitatively analysed. The average percentages of Alizarin red^+^ areas were calculated from at least three fields and presented (*P < 0.05; **P < 0.01). *M* MSC, *F* fibroblast. **J** MSCs and fibroblasts were either cultured alone or cocultured as indicated in **I**. Subsequently, the cells were harvested and the total RNAs were extracted. cDNAs were synthesized and subjected to qPCR. Relative mRNA levels of *Runx2*, *Ocn* and *Osx* to *Gapdh* in MSCs were calculated and presented (*P <  0.05; **P < 0.01)

Diverse types of growth factors contribute to bone regeneration when fractures occur. BMP2 is the most important osteogenic factor for inducing osteoblast differentiation in MSCs and preosteoblasts [14, 15] and has been utilized to promote bone regeneration in clinical settings. To investigate the potential competition between bone regeneration and the formation of fibrous scars during BMP2-induced osteogenesis, we utilized a mouse model of BMP2-induced ectopic osteogenesis. This approach allowed us to eliminate the influence of other growth factors that had effects on bone fracture healing from the typical microenvironment. BMP2-carried collagen materials were implanted into the intramuscular gap of the mouse back, and ectopic osteogenic tissues were formed after 8 weeks. Masson staining revealed that both new bone tissues (stained red) and fibrous tissues (stained blue) formed in BMP2-induced ectopic osteogenic tissues (Fig. 1B). Consistent with the results of patient samples, the newly regenerated bone tissue was at the boundary of the ectopic osteogenic tissue, while the dense fibrous tissue was in the core area where osteogenesis was not active.

First, we analysed the potential competition between MSCs and fibroblasts in cell proliferation. To achieve this, we labelled MSCs with the fluorescent dye CFSE and cultured them directly with fibroblasts. As cell proliferation occurred, the total fluorescence intensity within MSCs decreased due to CFSE derived from the parental cells being equally distributed among daughter cells. The percentage of MSCs that demonstrated decreased fluorescence provided an indication of the proportion of proliferated MSCs. As demonstrated in Fig. 1C, fibroblasts were found to inhibit the proliferation of MSCs, suggesting a competitive relationship between the two cell types. The migration and differentiation of MSCs at the fracture site promotes the healing of bone defects [3]. Thus, we further analysed the competition between fibroblasts and MSCs in cell migration and differentiation. We cocultured fibroblasts and MSCs on the upper layer of the cell culture insert of the Transwell under BMP2 treatment, where MSCs were labelled with CFSE (green) and fibroblasts were labelled with α-Sma (red). As shown in Fig. 1D, E, more fibroblasts migrated through the membrane following treatment with BMP2 than the control, while the number of migrated MSCs decreased. These results suggested that BMP2 promoted the migration of fibroblasts while having a comparatively inhibitory effect on the migration of MSCs when these two types of cells were cocultured. Fibroblasts might compete with MSCs in BMP2-mediated cell migration.

To further determine the effect of fibroblasts on BMP2-mediated osteoblast differentiation of MSCs, we performed direct coculture of fibroblasts and MSCs. ALP staining showed that the coculture of fibroblasts and MSCs could inhibit BMP2-induced early osteogenic differentiation of MSCs (Fig. 1F, G). Consistently, calcium nodule formation during late-stage osteoblast differentiation of MSCs, represented by Alizarin red staining, could also be suppressed by fibroblasts (Fig. 1H, I). Additionally, the expression of the osteogenesis-related genes *Runx2*, *Ocn* and *Osx* at Day 14 showed that BMP2 could induce the osteoblast differentiation of MSCs and that the coculture of MSCs and fibroblasts could inhibit differentiation (Fig. 1J). Taken together, the above results revealed that fibrous tissue may competitively inhibit osteogenesis during bone regeneration. Fibroblasts, as the main effector cells of fibrous scars, could inhibit BMP2-induced osteogenic differentiation of MSCs.

### Fibroblasts could inhibit osteoblast differentiation of MSCs in vitro

Fibroblasts could inhibit osteoblast differentiation of MSCs through direct contact based on the results above. We then investigated whether the inhibitory effects were mediated through direct cell‒cell contact or diffusible cytokines secreted by cells. To answer this question, we conducted a Transwell assay to spatially separate fibroblasts and MSCs while allowing the free exchange of cytokines and nutrients in the culture media (Fig. 2A). In this Transwell coculture condition, the presence of fibroblasts could still inhibit BMP2-mediated osteoblast differentiation of MSCs (Fig. 2B, F), indicating that fibroblasts inhibited the osteoblast differentiation of MSCs independent of direct cell‒cell contacts.

**Fig. 2:**
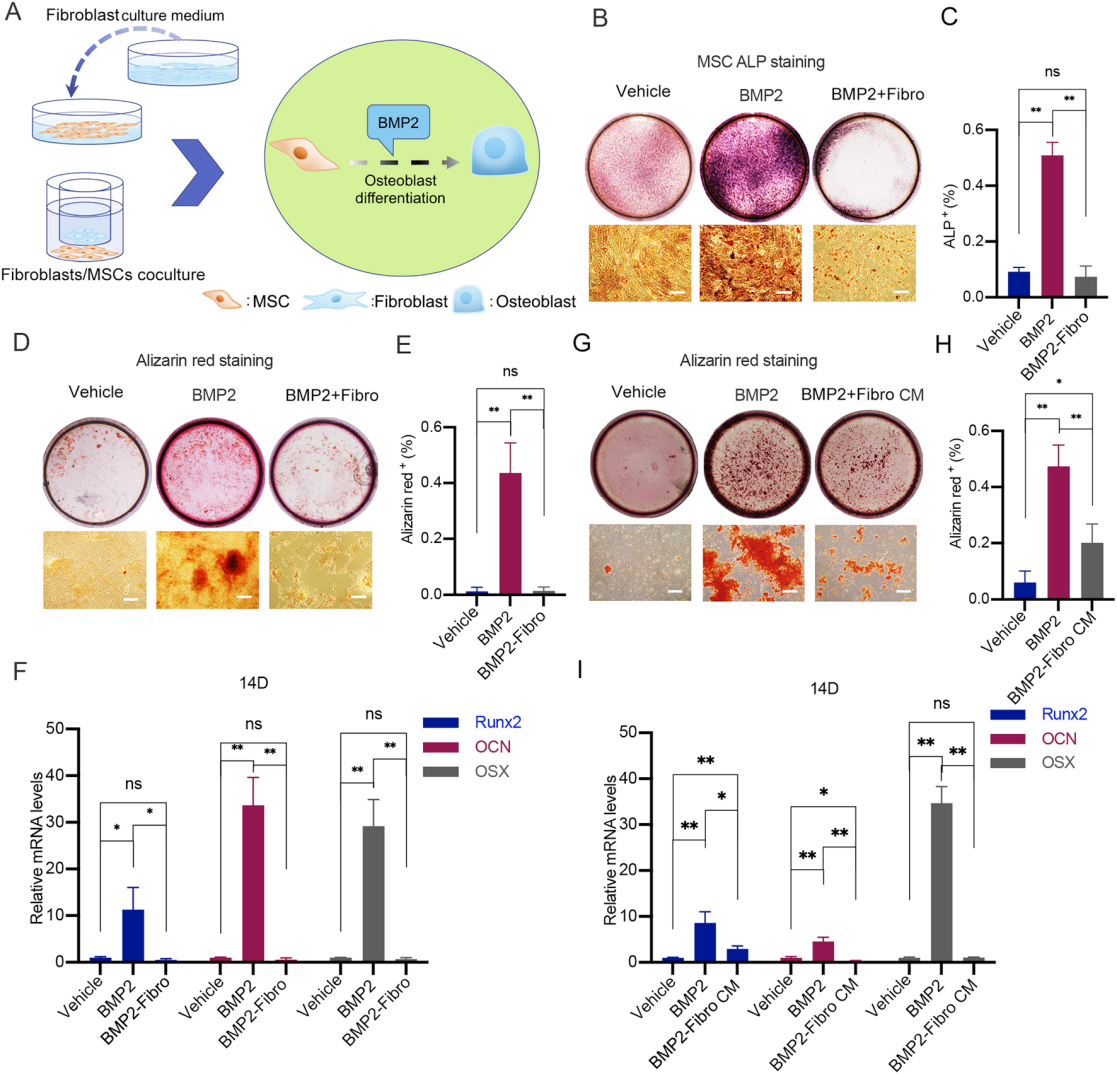
The effects of fibroblasts and conditional media from fibroblasts on BMP2 induced osteoblast differentiation of MSCs. **A** Schematic illustration showed the experimental protocols. MSCs were directly co-cultured with conditional media from fibroblasts or indirect co-cultured with fibroblasts in Transwell. BMP2 was utilized to induce osteoblast differentiation of MSCs. **B** A total of 3 × 10^4^ fibroblasts were cultured on the upper layer of the Corning cell culture insert with 0.4 μm polyester membrane. 1 × 10^4^ MSCs were placed below the cell permeable membrane for 7 days, supplemented either with a vehicle or with 200 ng/mL BMP2. Subsequently, the cells were harvested and subjected to ALP staining. Representative images of the wells and cells were presented. Scale bars, 100 μm. **C** The percentages of ALP^+^ cells in **B** were quantitatively analysed. The average percentages of ALP^+^ cells were calculated from at least three fields and shown (**P < 0.01). **D** A total of 3 × 10^4^ fibroblasts were cultured on the upper layer of Corning cell culture insert with 0.4 μm polyester membrane. 1 × 10^4^ MSCs were placed below the cell permeable membrane for 14 days, supplemented either with a vehicle or with 200 ng/mL BMP2. Subsequently, the cells were harvested and subjected to Alizarin red staining. Representative images of wells and cells were presented. Scale bars, 100 μm. **E** The percentages of Alizarin red^+^ areas in **D** were quantitatively analysed. The average percentages of Alizarin red^+^ areas were calculated from at least three fields and presented (**P < 0.01). **F** MSCs were treated as indicated in **D**. Subsequently, the cells were harvested and total RNAs were extracted. cDNAs were synthesized and subjected to qPCR. Relative mRNA levels of *Runx2*, *Ocn* and *Osx* to *Gapdh* in MSCs were calculated and presented (*P < 0.05; **P < 0.01). **G** 1 × 10^4^ MSCs were cultured with conditional media from fibroblasts and treated either with 200 ng/mL BMP2 or the control vehicle for 14 days. Subsequently, the cells were harvested and subjected to Alizarin red staining. Representative images of wells and cells were presented. Scale bars, 100 μm. **H** The percentages of Alizarin red^+^ areas in **G** were quantitatively analysed. The average percentages of Alizarin red^+^ areas were calculated from at least three fields and presented (**P < 0.01). **I** MSCs were treated as indicated in **G**. Subsequently, cells were harvested and the total RNAs were extracted. cDNAs were synthesized and subjected to qPCR. Relative mRNA levels of *Runx2*, *Ocn* and *Osx* to *Gapdh* in MSCs were calculated and presented (*P < 0.05; **P < 0.01)

We further examined whether fibroblasts inhibited osteoblast differentiation of MSCs via secretion of cytokines. Interestingly, it was found that conditioned media from fibroblasts containing cytokines secreted by fibroblasts could only inhibit the late osteogenic differentiation of MSCs but had no effect on early differentiation or cell proliferation (Fig. 2G–I and Additional file 1: Fig. S1A–C). Taken together, our results suggested that the impact of fibroblasts on BMP2-mediated osteoblast differentiation of MSCs did not rely on direct cell‒cell contact. Cytokines secreted by fibroblasts could affect osteoblast differentiation of MSCs at a late stage while having minimal effects on the early differentiation of MSCs. Therefore, fibroblasts could inhibit osteoblast differentiation of MSCs through both direct and indirect contact in vitro.

### Fibroblasts could induce nuclear-cytoplasmic shuttling of YAP in MSCs via cell competition

The Hippo signalling pathway effector YAP/TAZ is capable of sensing changes in nutrient and space competition between cells [16, 17]. When Hippo signalling is inactivated, YAP/TAZ can regulate the transcription of downstream target genes with TEAD in the nucleus [18]. However, during tissue overgrowth, Hippo signalling is activated, and the kinase LATS1/2 can phosphorylate YAP/TAZ, leading to the cytoplasmic translocation of YAP/TAZ. This nuclear-cytoplasmic shuttling of YAP results in the inhibition of YAP/TAZ activity, which further attenuates cell proliferation [18]. Recent studies have found that the activation of Hippo signalling also regulates cell competition during stem cell differentiation and tissue regeneration [19–21]. Thus, we analysed whether fibroblasts inhibited the osteogenic differentiation of MSCs via YAP. Our direct coculture experiments demonstrated that fibroblasts could enhance the cytoplasmic translocation of YAP in MSCs (Fig. 3A, C). In addition, our Transwell experiments showed that fibroblasts could induce cytoplasmic translocation of YAP from the nucleus in MSCs without direct cell contact (Fig. 3B, D). Furthermore, we observed that BMP2 treatment induced dephosphorylation of YAP S127 (the target of LATS1/2) half an hour after coculture and lasted for six hours in MSCs. However, fibroblasts could increase the pYAP/YAP ratio and contribute to the phosphorylation process, leading to the cytoplasmic translocation of YAP in MSCs (Fig. 3E). This result suggested that BMP2 signalling might help sustain the nuclear localization of YAP in MSCs, but fibroblasts could reverse this process and induce YAP cytoplasmic translocation. Thus, fibroblasts could induce nuclear-cytoplasmic shuttling of YAP in MSCs.

**Fig. 3:**
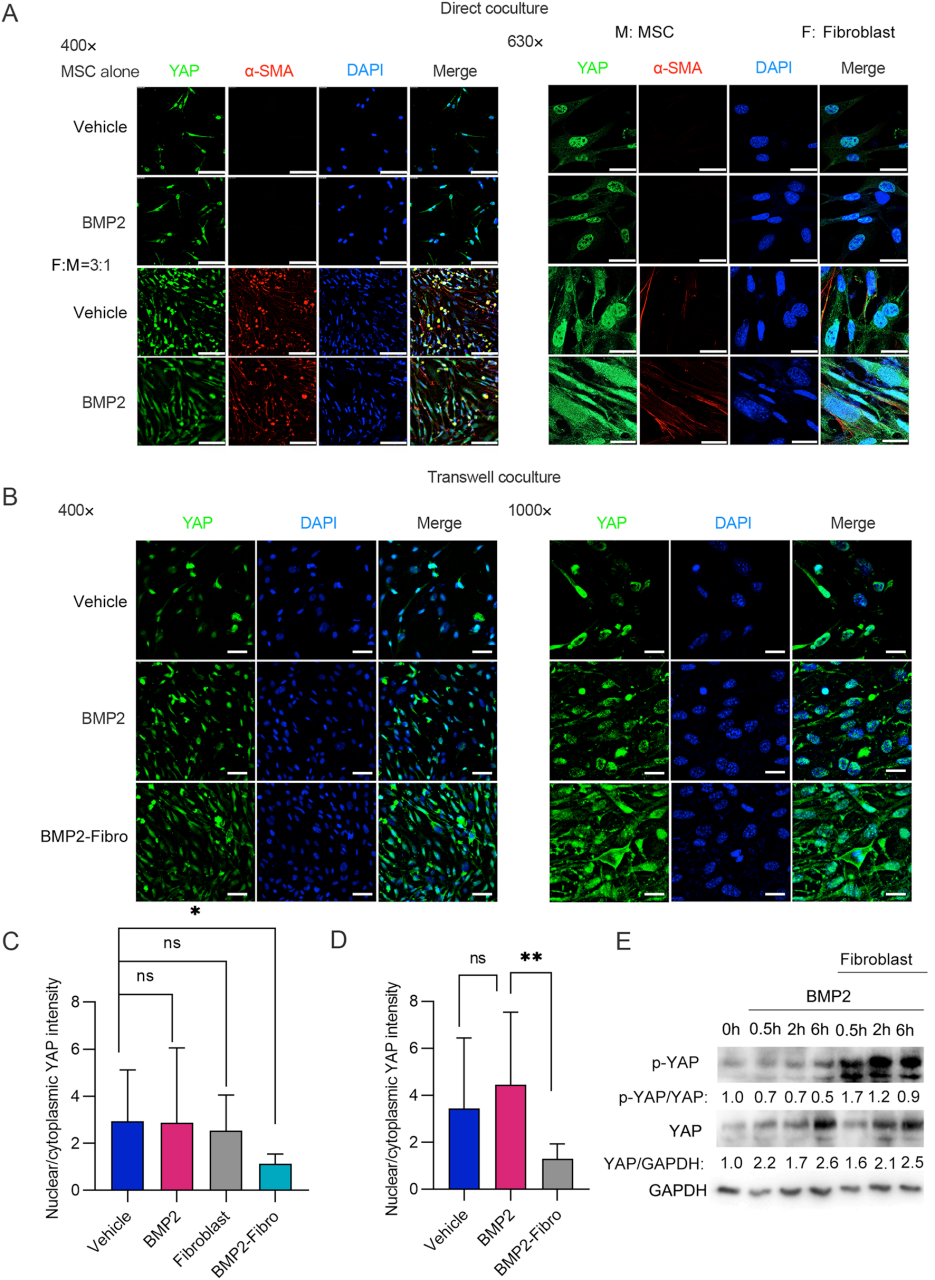
The nuclear-cytoplasmic shuttling of YAP in MSCs after co-cultured with fibroblasts. **A** A total of 1 × 10^4^ MSCs were cultured either alone or with 3 × 10^4^ fibroblasts in a single well of a 12-well plate. The cells were treated either with a vehicle or with 200 ng/mL BMP2 for 2 h. Subsequently, the cells were harvested and subjected to immunofluorescence. Representative immunofluorescent staining images were shown. The colour green was used to represent YAP, while red indicated α-SMA and blue represented DAPI. Scale bars, 100 μm for ×400, 20 μm for ×630. *M* MSC, *F* fibroblast. **B** 3 × 10^4^ fibroblasts were cultured on the upper layer of Corning cell culture insert with 0.4 μm polyester membrane. 1 × 10^4^ MSCs were placed below the cell permeable membrane for 2 h, supplemented either with a vehicle or with 200 ng/mL BMP2. Subsequently, the cells were harvested and subjected to immunofluorescence. Representative immunofluorescent staining images of MSCs were presented. Green colour represented YAP, while blue indicated DAPI. Scale bars, 25 μm for ×400, 10 μm for ×630. **C**, **D** Quantitative analysis of nuclear/cytoplasmic YAP intensity of MSCs in **A** and **B** was shown. The average nuclear/cytoplasmic YAP intensity of at least ten cells were calculated and presented (*P < 0.05; **P < 0.01). **E** 3 × 10^4^ fibroblasts were cultured on the upper layer of Corning cell culture insert with 0.4 μm polyester membrane. 1 × 10^4^ MSCs were placed below the cell permeable membrane for the indicated time point, supplemented either with a vehicle or with 200 ng/mL BMP2. Subsequently, the cells were harvested and subjected to immunoblotting. Images of western blots to show the expression of YAP and p-YAP in MSCs were presented. Relative band intensity was shown below the gels and full-length gels were presented in Additional file 1: Fig. S7A

### Fibroblasts inhibited osteoblast differentiation by enhancing the cytoplasmic localization of YAP in MSCs

YAP/TAZ has been reported to play important roles in osteogenesis [18, 22, 23]. Therefore, we further analysed whether fibroblasts inhibited osteoblast differentiation of MSCs through the modulation of YAP localization in MSCs (Fig. 4A). We knocked down YAP expression and overexpressed nuclear localized YAP (YAP-5SA), which could not be phosphorylated by LATS1/2 [24], in MSCs (Fig. 4B, C). The results showed that knockdown of YAP expression inhibited cell proliferation and BMP2-induced osteogenic differentiation of MSCs (Fig. 4D, E, Additional file 1: Fig. S2A–C). Additionally, overexpression of nuclear-localized YAP (YAP-5SA) enhanced the osteoblast differentiation of MSCs even without BMP2 treatment (Fig. 4F–H), indicating the importance of YAP in the osteoblast differentiation of MSCs. Importantly, our findings revealed that overexpression of the nuclear localized YAP (YAP-5SA) in MSCs could reverse the fibroblast-mediated inhibition of the osteogenic differentiation of MSCs (Fig. 4F–H), supporting the hypothesis that fibroblasts inhibited osteoblast differentiation of MSCs through modulation of nuclear-cytoplasmic shuttling of YAP in MSCs (Fig. 4I).

**Fig. 4:**
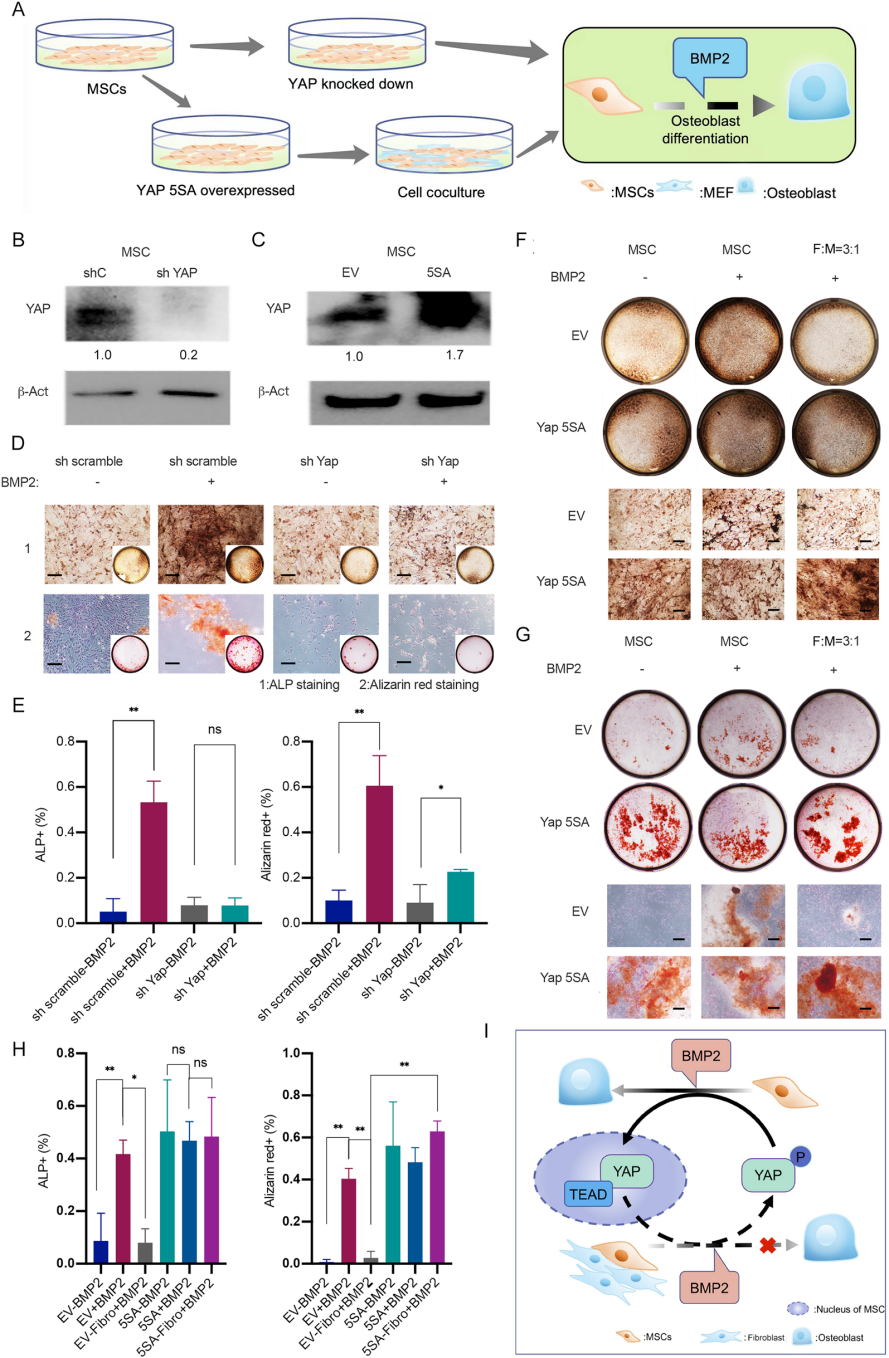
The effects of overexpression and knockdown of YAP on BMP2 induced osteoblast differentiation of MSCs. **A** Schematic illustration showed the experimental protocols. After knocking down YAP, BMP2 was utilized to induce osteogenic differentiation in MSCs for the purpose of studying the effects of YAP on osteoblast differentiation. Moreover, the study also evaluated whether overexpression of the constitutively activated YAP could reverse the inhibitory effect of fibroblasts on MSC osteogenic differentiation. **B**, **C** YAP and β-Actin were detected through western blot following the transfection of MSCs with adenovirus encoding shRNA of YAP (**B**) or YAP-5SA (**C**). The relative band intensity was shown below the gels and full-length gels were presented in Additional file 1: Fig. S7B, C. **D** After MSCs were transfected with either shRNA of YAP or scramble, 1 × 10^4^ MSCs were cultured in a single well of a 12-well plate. After the cells were treated either with a vehicle or with 200 ng/mL BMP2 for 7 days, cells were harvested and subjected to ALP staining. After the cells were treated either with a vehicle or with 200 ng/mL BMP2 for 14 days, cells were harvested and subjected to Alizarin red staining. Representative images of wells and cells were presented. Scale bars, 100 μm. **E** Quantitative analysis of the percentage of ALP^+^ MSCs and Alizarin red^+^ areas of **D** was conducted. The average percentages of ALP^+^ MSCs and Alizarin red^+^ areas were calculated from at least three fields and presented (*P<0.05; **P < 0.01). **F** After being transfected with adenovirus encoding YAP-5SA, MSCs were co-cultured with fibroblasts under either the BMP2 treatment or the vehicle treatment for 7 days. Subsequently, the cells were harvested and subjected to ALP staining. The representative images of the wells and cells were presented. Scale bars, 100 μm. *M* MSC, *F* fibroblast. **G** After being transfected with adenovirus encoding YAP-5SA, MSCs were co-cultured with fibroblasts under either the BMP2 treatment or the vehicle treatment for 14 days. Subsequently, cells were harvested and subjected to Alizarin red staining. The representative images of wells and cells were presented. Scale bars, 100 μm. *M* MSC, *F* fibroblast. **H** Quantitative analysis of the percentages of ALP^+^ MSCs and Alizarin red^+^ areas of **F** and **G** was conducted. The average percentages of ALP^+^ MSCs and Alizarin red^+^ areas were calculated from at least three fields and presented (*P < 0.05; **P < 0.01). **I** Schematic illustration showed how fibroblasts regulated the osteoblast differentiation of MSCs via modulating the nuclear-cytoplasmic shuttling of YAP. Nucleus localized YAP could favour osteoblast differentiation of MSCs under the BMP2 treatment. Fibroblasts could induce the cytoplasmic localization of YAP in MSCs to inhibit osteoblast differentiation of MSCs

### Fibroblasts inhibited osteoblast differentiation of MSCs indirectly through the secretion of DKK1

The results above showed that fibroblasts inhibited osteoblast differentiation of MSCs at the late stage via cytokines secreted by fibroblasts. We found that conditioned medium from fibroblasts did not affect the nuclear localization of YAP (Additional file 1: Fig. S3A, B), suggesting that cytokines from fibroblasts did not play roles in osteoblast differentiation of MSCs via modulation of YAP localization. Thus, we further performed RNA-Seq to analyse which type of cytokines secreted by fibroblasts had direct functions in MSC differentiation. 

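Fibroblasts cocultured with MSCs had 10943 genes at an FPKM of at least 1, and fibroblasts cultured alone had 9590. Libraries with and without coculture were less alike than libraries with and without QNZ. With 1 library per condition, coculture cannot be separated from other differences between the libraries. Pearson's r of log2(FPKM + 1) across 11335 genes was 0.865 between fibroblasts alone and cocultured fibroblasts, and 0.977 between fibroblasts alone without and with QNZ, an inhibitor of NF-κB. Genes are not independent replicates. Longer genes were higher in coculture relative to shorter genes. With the genes in 10 groups of about the same number by length, the median difference of log2(FPKM + 1) between cocultured fibroblasts and fibroblasts alone was -0.74 in the shortest group, up to 1773 bases, and 1.12 in the longest, from 9914 bases. The share of reads from mitochondrial genes was 0.291% in fibroblasts alone and 0.738% in cocultured fibroblasts.

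RNA was taken from mouse embryonic fibroblasts after 48 h, and the sample labels describe them on the upper side of a membrane insert. The 4 conditions were fibroblasts alone, fibroblasts cocultured with MSCs, and the same cultures with QNZ. Each condition had 1 library, so there are no replicates and the spread between cultures is unknown. The comparison in the paper is the one without QNZ. The paper's text does not name QNZ, and its dose is not given in the sources used here. Reads assigned to genes totalled 15407979 in fibroblasts alone, 14872767 in cocultured fibroblasts, 15778488 in fibroblasts alone with QNZ and 13153696 in cocultured fibroblasts with QNZ. The authors prepared stranded libraries with dUTP, mapped the reads to mm10 with STAR and name Cuffnorm for the FPKM. In the deposited table each FPKM equals the read count divided by the gene length and the library total, within a relative tolerance of 1e-06, for every gene ID. The strand setting of the counting is not stated, so values of genes that overlap another gene are uncertain. A gene was counted as higher or lower where log2(FPKM + 1) differed by at least 1. Ratios of reads have exact 95% intervals, which cover counting error only.

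**Figure D1:**
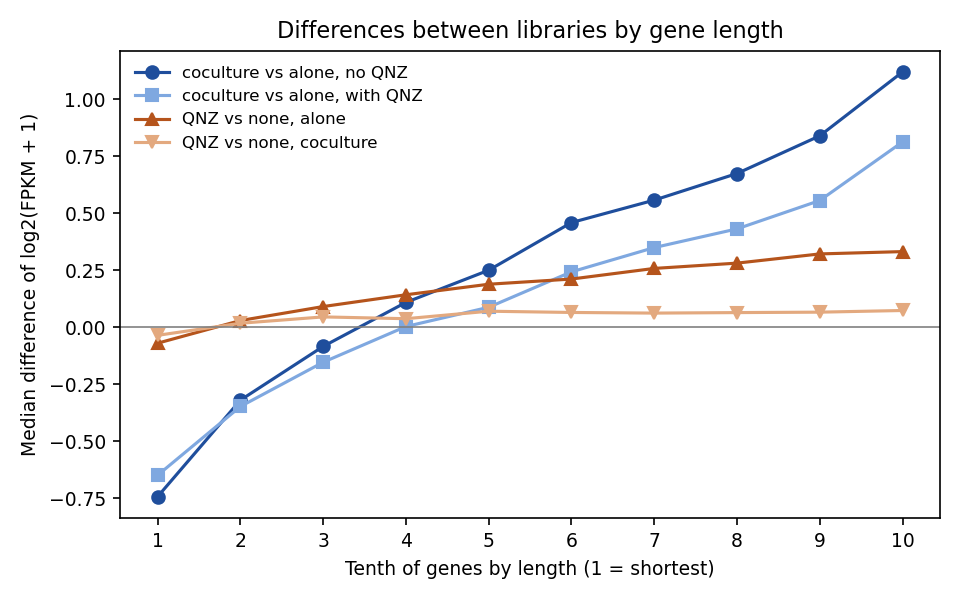
Median difference of log2(FPKM + 1) in 10 groups of the expressed genes by length, from the shortest to the longest, for 4 comparisons between single libraries. Both coculture comparisons climb with length, from -0.74 to 1.12 without QNZ and from -0.65 to 0.81 with QNZ, the comparison of QNZ in fibroblasts alone climbs less, from -0.07 to 0.33, and that of QNZ in coculture stays between -0.03 and 0.07.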

RNA-seq was carried out to analyse the transcriptome differences among fibroblasts cultured alone and fibroblasts cocultured with MSCs. 

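In fibroblasts cocultured with MSCs, 2719 of 21839 genes were higher than in fibroblasts alone and 1252 were lower. Of 11335 genes with an FPKM of at least 1 in any library, 24.0% were higher and 11.0% lower, so some rises are expected in any list. Many genes of the cell cycle and of cholesterol synthesis fell, while many genes of the extracellular matrix, of the response to hypoxia and of NF-κB signalling rose. Of 37 cell cycle genes, 23 fell and none rose, with a median log2 difference of -1.38. Mcm5, a subunit of the replicative helicase, had an FPKM of 29.4 alone and 4.16 in coculture, and the mitotic kinases Plk1, Cdk1 and Aurka had log2 differences of -2.50, -2.18 and -2.15. Of 24 cholesterol synthesis genes, 12 fell and none rose, with a median of -1.04. Among them, the mevalonate pathway enzyme Mvd had a difference of -2.44.

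Of 20 myofibroblast contractile genes, 11 fell and 2 rose, with a median of -1.10. After the FPKM were rescaled to TPM, 6 fell and 3 rose, with a median of -0.64. Acta2, which encodes smooth muscle actin, had an FPKM of 3113 alone and 985 in coculture, a difference of -1.66, and Actg2 and calponin Cnn1 had differences of -2.44 and -2.15. The cadherin Cdh11 rose by 1.73. Of 30 interferon-stimulated genes, 10 fell and 1 rose, among them Isg15 with a difference of -2.65 and Oas1a with -2.13. The median of this list was -0.45, and it was 0.06 after the FPKM were rescaled to TPM.

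Of 31 measured genes of collagens and matrix, 16 rose and none fell, with a median of 1.12. The proteoglycan Dcn had an FPKM of 16.2 alone and 101 in coculture, and the crosslinking enzyme Lox had 192 and 865. Of 25 matrix proteases and inhibitors, 12 rose and none fell, including the collagenase Mmp13 with a difference of 3.40. Of 32 genes of hypoxia and glycolysis, 16 rose and 2 fell, with a median of 0.99, including Ero1l with 3.68, the prolyl hydroxylase Egln3 with 2.89 and the histone demethylase Kdm3a with 2.45. Of 33 NF-κB target genes, 16 rose and 3 fell, with a median of 0.98, including the iron-binding protein gene Lcn2 with 3.67 and the acute-phase gene Saa3 with 1.86. The nitric oxide synthase Nos2 rose from an FPKM of 2.19 to 59.3, a difference of 4.24. Large falls were those of Crabp1, which binds retinoic acid, from 3601 to 316, and of the skeletal actin Acta1, from 369 to 29.8.

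A list included as a possible sign of RNA quality moved with these groups, and RNA quality itself could not be checked. Of 12 mitochondrially encoded genes, 7 rose and 1 fell, with a median of 1.14. The list of nuclear-retained or non-polyadenylated RNAs had 4 measured members, all histone genes, of which 3 fell and none rose, with a median of -1.13. Histone mRNA also goes with DNA replication, so this list is not a clear sign of RNA quality. Of 15 housekeeping genes, 4 fell and none rose, including Ppia with -1.87, and Gapdh had a difference of -0.74.

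The scaling moved the median over all expressed genes, which was 0.35 as deposited, 0.17 with median-of-ratios scaling and 0.90 as TPM. With these scalings 2157 genes were higher and 1697 lower, and 6022 higher and 661 lower. With the trend with gene length and GC content removed, a step chosen after the data were seen, 1393 were higher and 1097 lower, and the medians were 0.42 for collagens and matrix, 0.50 for matrix proteases, -0.85 for contractile genes, 1.58 for mitochondrially encoded genes and 0.041 for the 4 histone genes, and the difference of Cdh11 was 0.66. Of the collagens and matrix 7 were then higher, and of the matrix proteases 8. Of the interferon-stimulated genes 11 were then lower and none higher, with a median of -0.61, and Isg15 and Oas1a had -1.03 and -1.41. With median-of-ratios scaling, 15 genes of hypoxia and glycolysis were higher and 6 lower, 10 NF-κB target genes were higher and 3 lower, and 9 matrix proteases and inhibitors were higher and 2 lower. In the pair with QNZ, 7 genes of hypoxia and glycolysis were higher and 3 lower, with a median of 0.42. Of the NF-κB target genes, 10 were higher in that pair and none lower, with a median of 0.72. Among them, Lcn2 had a difference of 3.95 and Saa3 one of 1.93. Over all measured genes, 14.0% were higher in coculture in the pair with QNZ and 8.7% lower.

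**Figure D2:**
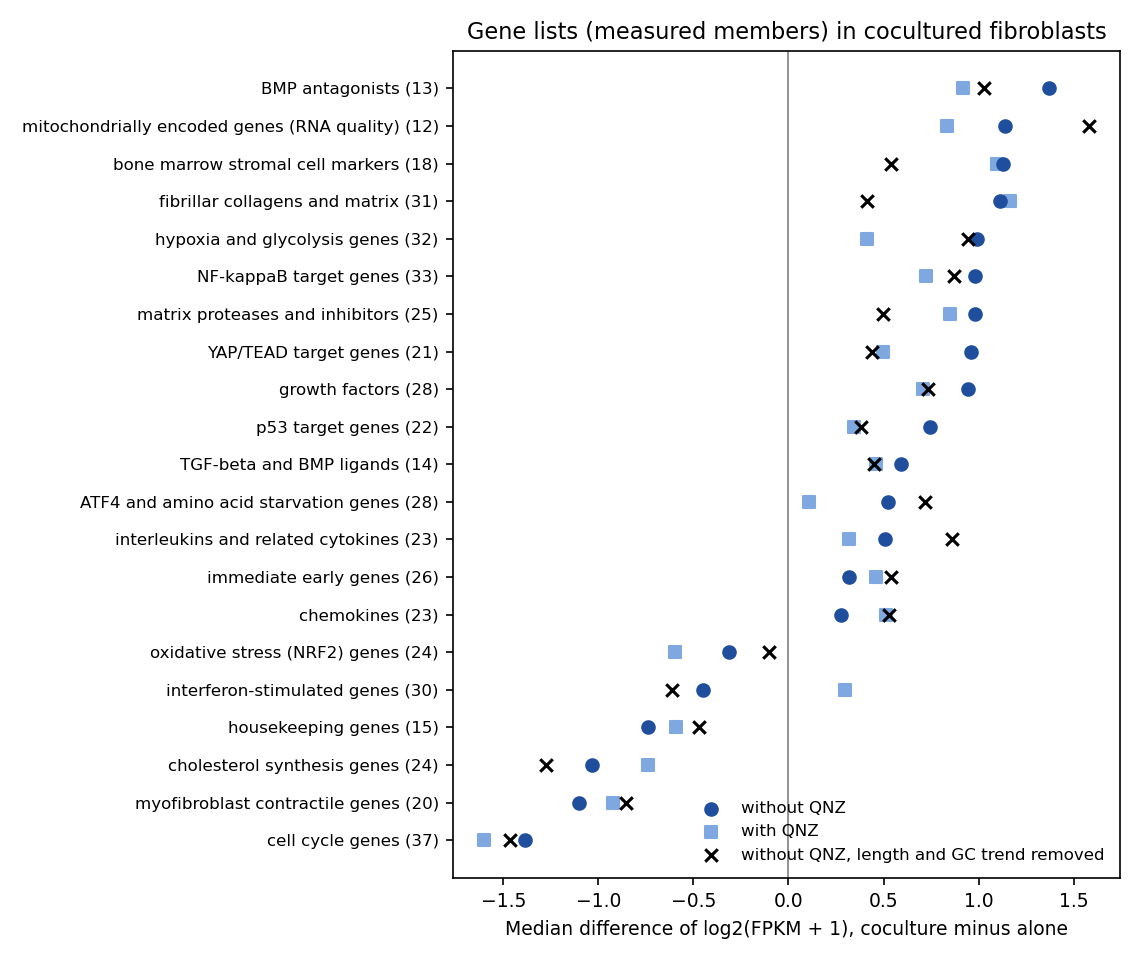
Median difference of log2(FPKM + 1) between cocultured fibroblasts and fibroblasts alone for gene lists with at least 10 measured members, the number in parentheses. Circles show the pair without QNZ, squares the pair with QNZ, and crosses the pair without QNZ after the length and GC trend was removed. Cell cycle genes lie lowest, at -1.38, -1.60 and -1.47, and interferon-stimulated genes change side with QNZ, from -0.45 to 0.30. As TPM, not drawn, the medians of the interferon-stimulated genes were on the same side, 0.06 without QNZ and 0.69 with QNZ.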

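Dkk1, which encodes a secreted antagonist of Wnt signalling, had 2 reads in fibroblasts alone and 21 reads in fibroblasts cocultured with MSCs. Its FPKM was 0.0535 alone and 0.582 in coculture. The ratio was 10.9, with a counting interval of 2.66 to 95.7. On the log2(FPKM + 1) scale the difference was 0.59, below the size of 1 at which a gene was counted. A gene below an FPKM of 1 in coculture cannot rise by 1 on this scale, whatever its ratio. In cocultured fibroblasts 11703 genes had a higher FPKM than Dkk1. The gene (ENSMUSG00000024868) has 4 exons and lies on the minus strand of chromosome 19 of mm10 from 30545863 to 30549665, where no other annotated gene overlaps it.

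Of 209 cytokine and growth factor genes, 94 had an FPKM of at least 1 in any library, and of these 31 were higher in coculture and 7 were lower. Growth factors made up a large part of the rise, with 12 of 28 higher, none lower and a median of 0.94 (percentile 99.7 among 10000 random lists of genes of like abundance). The heparin-binding growth factor Ptn had an FPKM of 11.2 alone and 152 in coculture, the angiogenic factors Pgf and Vegfa had 2.71 and 41.4, and 26.4 and 191, and the fibroblast growth factors Fgf10, Fgf2 and Fgf7 had differences of 2.36, 2.35 and 1.93. Of 23 interleukins and related cytokines, 8 were higher and 1 was lower, with a median of 0.51 (percentile 42.2, and 99.96 with the length and GC trend removed), and Clcf1, a cytokine of the IL-6 family, had a difference of 1.94. Of 23 chemokines, 7 were higher and 6 lower, with a median of 0.27 (percentile 40.3, and 97.9 with the trend removed). Cxcl12, which attracts haematopoietic cells, had an FPKM of 26.2 alone and 100.4 in coculture, whereas Cxcl10 and Cxcl9, chemokines induced by interferon, had differences of -1.70 and -1.82. Ccl8 and Ppbp had differences of -2.17 and -2.04, and Ccl12 had no read in coculture, which allows up to 0.202 counts per 1000000 reads (CPM). Of 14 TGF-β and BMP ligands, 2 were higher and none lower, with Inha at 3.08 and a median of 0.59 (percentile 84.5). Of 6 Wnt ligands, 2 were higher and none lower, and the median was 0.08 (percentile 8.18), or -0.11 with median-of-ratios scaling.

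As TPM, 55 of the 94 cytokine genes were higher and 5 lower. Dkk1 passed the size of 1 as TPM, with a difference of 1.55, and with a pseudocount of 0.1, with 2.15. Ccl8 no longer passed it after the length and GC trend was removed, with -0.63.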

Our results revealed that DKK1 was one of the cytokines upregulated when fibroblasts were cocultured with MSCs compared with fibroblasts cultured alone (Fig. 5A, B). Furthermore, fibroblasts secreted more DKK1 than MSCs when the cell number was the same (Fig. 5C). DKK1 is a natural inhibitor of canonical Wnt/β-catenin signalling [25, 26], which plays important roles in osteogenesis and bone regeneration [27, 28]. We chose to investigate DKK1 further among the cytokines found because of its relevance to osteogenesis. 

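Antagonists of BMP signalling were higher in cocultured fibroblasts. Of 13 measured BMP antagonists, 9 rose and none fell, with a median log2 difference of 1.37 (percentile 100 among 10000 random lists of genes of like abundance). Grem1, a secreted antagonist of BMP ligands, had an FPKM of 60.0 in fibroblasts alone and 717 in coculture, a ratio of 11.9 (95% interval 11.6 to 12.3). It (ENSMUSG00000074934) lies on chromosome 2 of mm10 from 113746164 to 113758646. Nog, another secreted BMP antagonist, had an FPKM of 0.421 alone and 4.88 in coculture, and the intracellular inhibitors Smad6 and Smad7 had differences of 2.29 and 1.99. With median-of-ratios scaling or with the length and GC trend removed, 7 of the list were higher and 1 lower. The gene lower with the trend removed was Bambi, a decoy receptor named after its values were seen, with -0.84 as deposited and -1.39 with the trend removed. In the pair with QNZ 5 were higher and none lower.

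Of 14 secreted Wnt antagonists, 6 had an FPKM of at least 1 in any library, and Dkk1 was not among them. Of the 6, Sfrp2 and Sfrp1, which bind Wnt proteins, rose by 1.61 and 1.26, and none fell. Igfbp4 had a difference of 0.91 and Dkk3 one of 0.68, and the median of the list was 0.80 (percentile 83.9, and 98.1 with the length and GC trend removed). Dkk2, named after its values were seen, went the other way, with an FPKM of 12.0 alone and 7.17 in coculture and a difference of -0.67. Of 9 measured target genes of Wnt/β-catenin signalling, 3 rose and none fell, with a median of 0.87 (percentile 94.5). With the trend removed 2 were higher and 1 lower, Apcdd1 with -1.24, named after its values were seen. The rises as deposited were those of Nkd2, an inhibitor of the pathway, by 1.39, and of the receptors Lgr5 and Lgr6, by 1.25 and 1.12. Of 7 measured genes of the osteoblast lineage, 4 rose and none fell (percentile 93.7), and 2 were higher with median-of-ratios scaling or with the trend removed. Sp7 (Osterix) had an FPKM of 0.172 alone and 3.52 in coculture, Runx2 had 1.92 and 5.37, and Bglap (osteocalcin) had no read in either library, which allows up to 0.195 and 0.202 CPM. Markers of bone marrow stromal cells, a list that holds Grem1, moved with these groups: of 18 measured, 10 rose and none fell, with a median of 1.13, or 0.54 after the length and GC trend was removed.

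The rises of Runx2, Lgr5 and Lgr6 did not pass the size of 1 after the length and GC trend was removed, with 0.54, 0.71 and 0.93, and Runx2 did not pass it with median-of-ratios scaling, with 0.96. The paper reports higher DKK1 in coculture (Fig. 5A, B) and, by ELISA, more secreted DKK1 from fibroblasts than from as many MSCs (Fig. 5C). It took DKK1 further among the cytokines and gives its role in osteogenesis, as an inhibitor of canonical Wnt/β-catenin signalling, as the reason.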

Consistently, DKK1 and its inhibitor had no effect on the early osteoblast differentiation of MSCs but inhibited the late osteogenic differentiation of MSCs. However, treatment with the DKK1 inhibitor gallocyanine reversed the inhibition caused by conditioned medium from fibroblasts on the late osteogenic differentiation of MSCs (Fig. 5D–G). These results indicated that fibroblasts secreted DKK1 to inhibit the osteogenic differentiation of MSCs at the late stage. In addition, DKK1 and its inhibitor gallocyanine did not affect localization of YAP (Additional file 1: Fig. S3C, D). This result demonstrated that DKK1 inhibited osteogenesis independently of the functions of YAP.

**Fig. 5:**
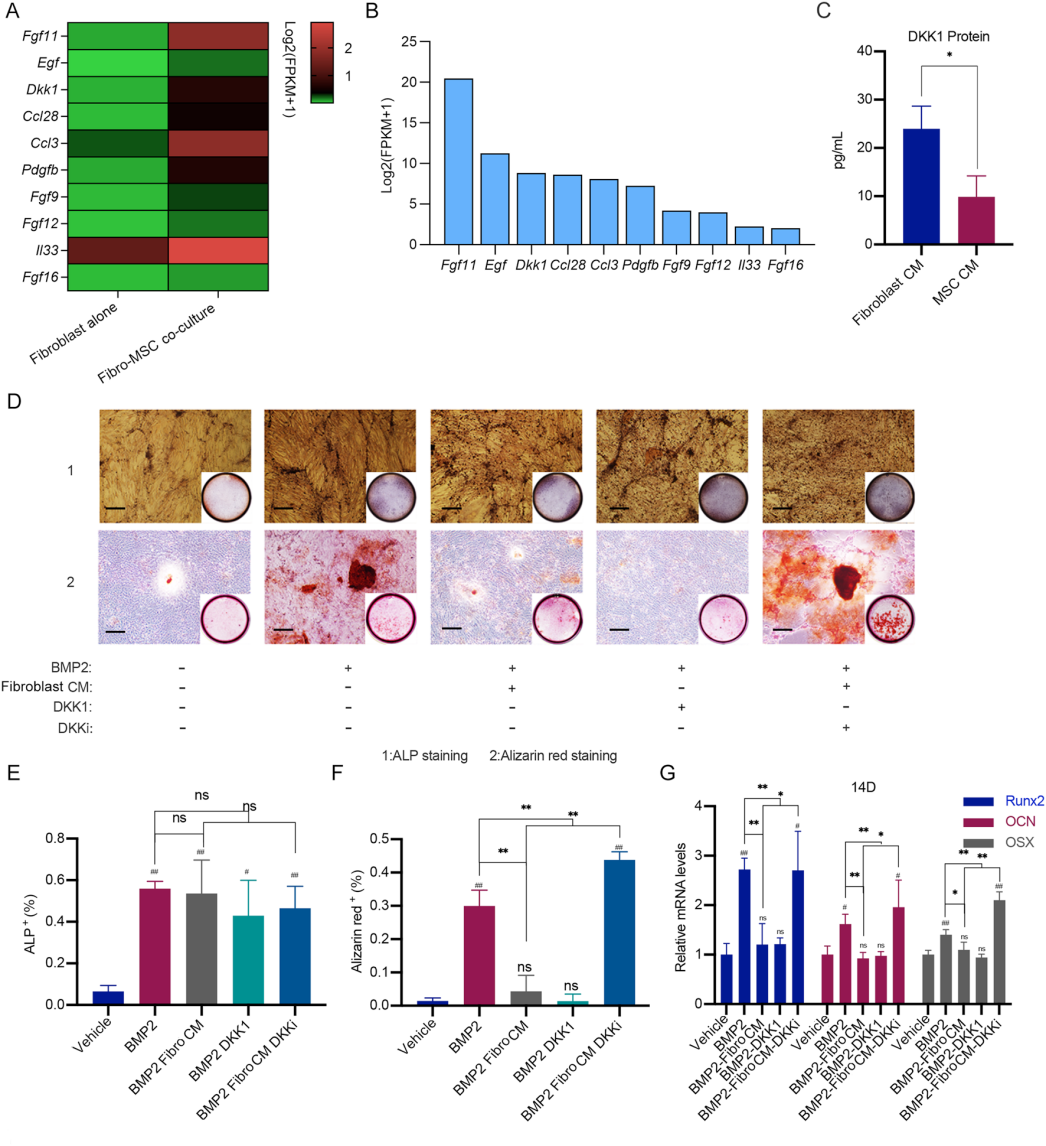
The effects of DKK1 secreted by fibroblasts on the osteoblast differentiation of MSCs. **A** Heatmap with mRNA-based expression of representative genes (cytokines) in fibroblasts either cultured alone or co-cultured with MSCs. The gene names were shown on the right of the heatmap. **B** Histogram showed mRNA-based expression of representative genes (cytokines) in fibroblasts either cultured alone or co-cultured with MSCs. **C** Conditional media obtained from either 1 × 10^4^ fibroblasts or MSCs were collected and analysed with Elisa assay to determine the concentrations of DKK1 (*P < 0.05). **D** After 1 × 10^4^ MSCs were treated with conditional media from fibroblasts, 10 ng/mL DKK1 or 5 µM gallocyanine (DKKi) for 7 days, cells were harvested and subjected to ALP staining. After the cells were treated with conditional media from fibroblasts, 10 ng/mL DKK1 or 5 µM gallocyanine for 14 days, cells were harvested and subjected to Alizarin red staining. 200 ng/mL BMP2 was utilized to induce osteoblast differentiation of MSCs. The representative images of the wells and cells were presented. Scale bars, 100 μm. **E**, **F** The percentages of ALP^+^ cells (**E**) and Alizarin red^+^ areas (**F**) in **D** were quantitatively analysed. The average percentages of ALP^+^ MSCs and Alizarin red^+^ areas were calculated from at least three fields and presented (^#^represented comparison between indicated group and negative control; ^#^*P < 0.05*; ^##^*P < 0.01*; **P < 0.01). **G** MSCs were treated as indicated in **D**. Subsequently, the cells were harvested and total RNAs were extracted. cDNAs were synthesized and subjected to qPCR. Relative mRNA levels of *Runx2*, *Ocn* and *Osx* to *Gapdh* in MSCs were calculated and presented (^#^represented comparison between indicated group and negative control; ^#^*P < 0.05*; ^##^*P < 0.01*; *P < 0.05; **P < 0.01)

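All 10 cytokine genes of the heatmap were higher in cocultured fibroblasts than in fibroblasts alone, and 3 of them rose by at least 1 on the log2(FPKM + 1) scale. These 10 genes were chosen by the study on these libraries, so their shared direction is not independent evidence. Fgf11, a fibroblast growth factor family member that acts inside the cell, had 3 reads alone and 116 in coculture, a ratio of 40.1 (95% interval 13.4 to 197). Il33, an alarmin of the interleukin-1 family, had the most reads, with 64 alone and 278 in coculture, a ratio of 4.50 (3.42 to 6.00). The chemokine gene Ccl3 had 2 and 29 reads, a ratio of 15.0 (3.80 to 130).

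The other genes stayed below an FPKM of 1 in both libraries, so they could not rise by 1 on the log2(FPKM + 1) scale, whatever their ratio. Egf had 2 and 23 reads, Ccl28 had 3 and 29, and Pdgfb had 4 and 34, with ratios of 11.9, 10.01 and 8.81. Fgf9 had 3 and 13 reads and Fgf12 had 3 and 12, with ratios of 4.49 (1.23 to 24.6) and 4.14 (1.12 to 22.9). Fgf16 had 1 read alone and 2 reads in coculture, a ratio of 2.07 whose interval, from 0.108 upwards, includes 1, so a difference was not detectable at this depth. The intervals of the other 9 genes lay above 1. Since the genes were chosen on these libraries, these intervals are not an independent test of a rise. A ratio of 1 is also not the level of all genes between these libraries. Genes matched to the Y-linked genes on length, GC content and reads had a median log2 ratio of 1.62, and no such comparison was made for these 10 genes. In fibroblasts alone, 9 of the 10 genes had at most 4 reads.

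Egf, Pdgfb and Fgf9 overlap annotated genes on the other strand, so their values are uncertain while the strand setting is not known. Egf, Pdgfb and Fgf12 overlap genes on their own strand. With a pseudocount of 0.1 in place of 1, 8 of the 10 genes passed the size of 1, and as TPM 6 did.

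**Figure D3:**
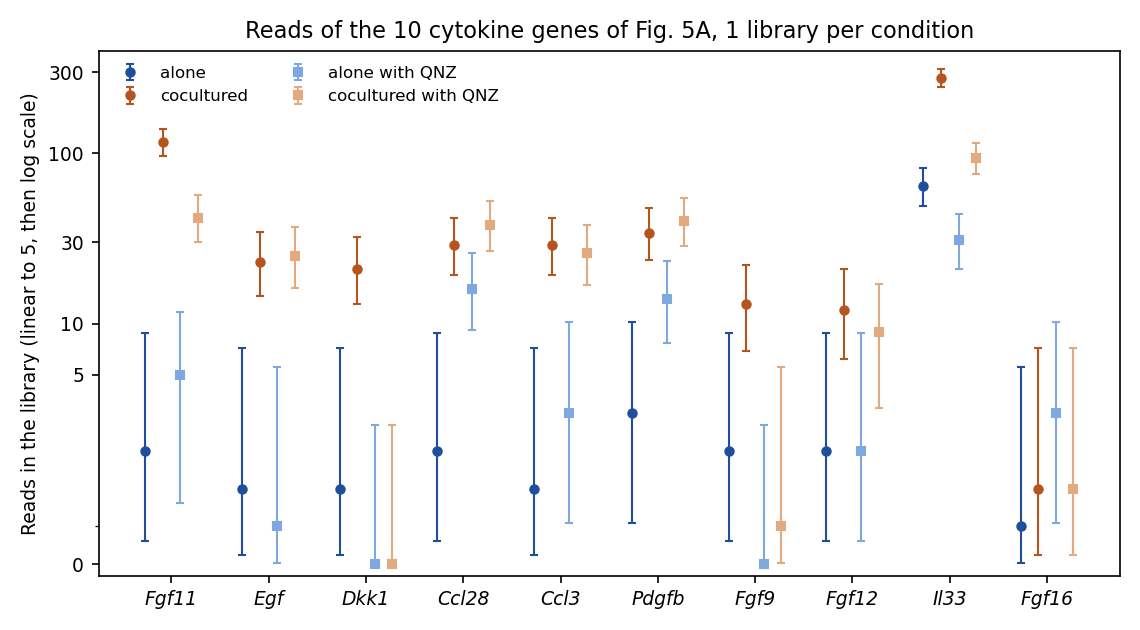
Reads of the 10 cytokine genes in each library, on an axis that is linear up to 5 reads and logarithmic above. Points are the reads of 1 library per condition and bars are exact 95% intervals of the count. Il33 has the most reads, 64 alone and 278 in coculture, and Dkk1 has no read in either library with QNZ.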

### The accumulation of fibrous tissues was correlated with YAP nuclear-cytoplasmic shuttling in preosteoblasts and reduced osteogenesis in vivo

The results above showed that fibroblasts could inhibit osteogenic differentiation of MSCs through modulation of YAP nuclear-cytoplasmic shuttling in MSCs in vitro. To investigate whether fibrous tissues inhibited osteogenesis by modulating nuclear-cytoplasmic shuttling in preosteoblasts in vivo, we used α-Sma to label fibrous tissues and OCN to label preosteoblasts in tissues derived from patients with bone nonunion. If the α-SMA-positive area was over 50%, the area was classified as a high α-SMA expression area, while less than 50% was considered low expression (Fig. 6A and Additional file 1: Fig. S4). The nuclear and cytoplasmic YAP intensities in OCN-positive cells were also calculated. Nuclear YAP-positive cells were defined as cells in which the nuclear YAP intensity/cytoplasmic YAP intensity was over one. We found that the percentages of OCN-positive cells with YAP in the nucleus were negatively correlated with the expression levels of α-Sma (Fig. 6A, B). Additionally, the expression levels of OCN were negatively correlated with the expression levels of α-Sma (Fig. 6A, C). Most OCN-positive cells had YAP located in the nucleus (Fig. 6D). The high α-Sma expressing areas were typically where fibrous tissues were the main components, whereas low α-Sma expressing areas were usually where osteogenesis was active. Consistently, the same phenomena could be observed in BMP2-induced ectopic osteogenic tissues from mice (Additional file 1: Figs. S5 and S6). These findings indicated that the accumulation of fibrous tissues was correlated with YAP nuclear-cytoplasmic shuttling in preosteoblasts and reduced osteogenesis in vivo.

**Fig. 6:**
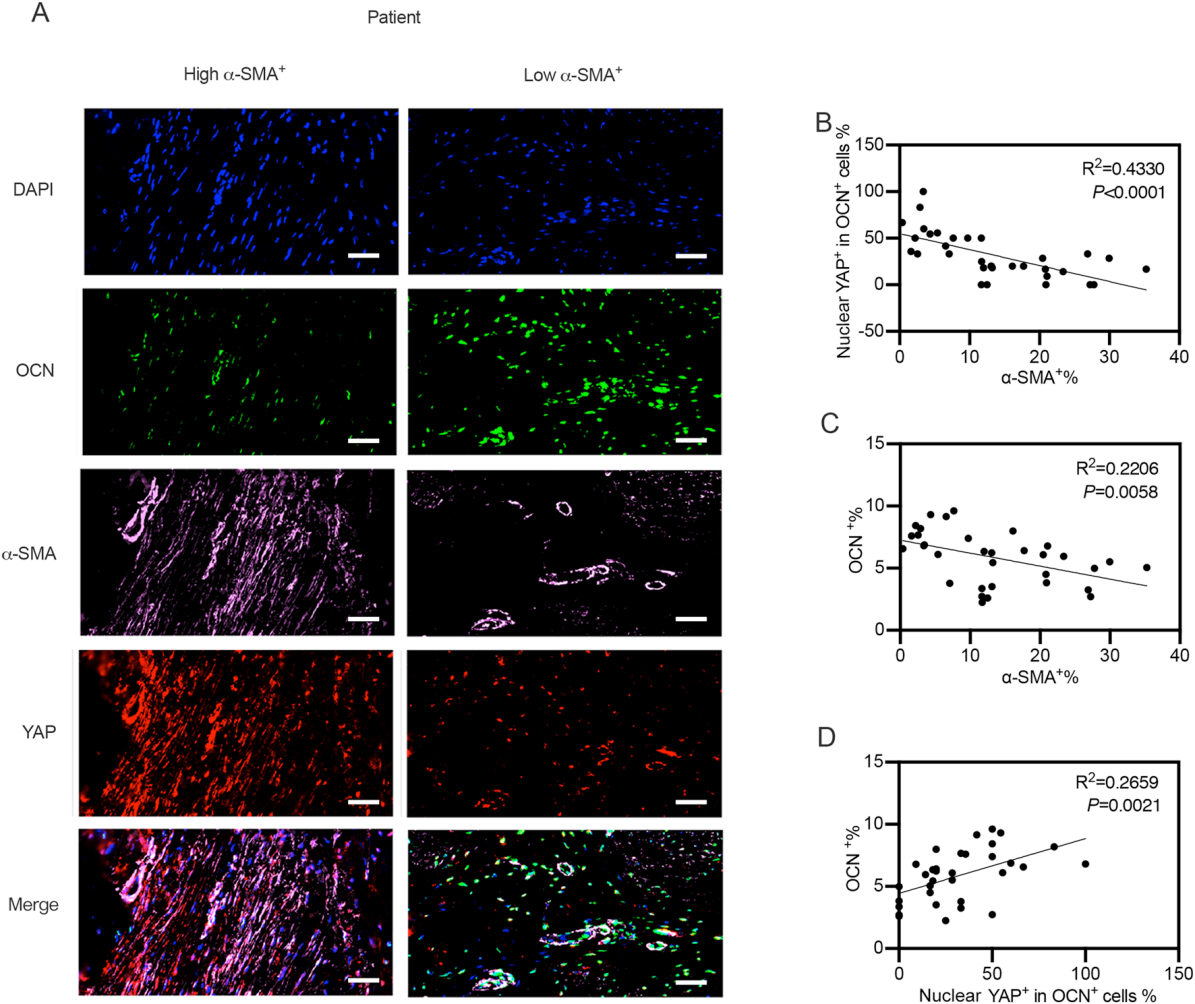
The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in vivo. **A** Tissues obtained from patients with nonunion of fractures were harvested and sliced into multiple sections. These sections were subsequently divided into several small unites to enable thorough analysis following immunofluorescent staining. If the α-SMA positive area was over 50%, the area was classified as the high α-SMA expression area, while less than 50% was considered as low expression. Representative immunofluorescent staining images either with high or with low α-SMA^+^ expression were shown. DAPI, OCN and YAP were also stained as indicated in the images. Scale bars, 100 μm. **B** The nuclear and cytoplasmic YAP intensity in OCN positive cells was calculated using the software Image J. Nuclear YAP positive cells were defined as cells in which the nuclear YAP intensity/cytoplasmic YAP intensity was over 1. Scatter diagram illustrated the correlation between the percentage of α-SMA^+^ areas and the percentage of nuclear YAP^+^ in OCN^+^ cells in **A**. We ensured accuracy by having at least three different experimenters analyse all images, with the average value of each experiment being shown. **C** Scatter diagram illustrated the correlation between the percentage of α-SMA^+^ areas and the percentage of OCN^+^ areas in **A**. We ensured accuracy by having at least three different experimenters analyse all images, with the average value of each experiment being shown. **D** The nuclear and cytoplasmic YAP intensity in OCN positive cells were calculated using the software Image J. Nuclear YAP positive cells were defined as cells in which the nuclear YAP intensity/cytoplasmic YAP intensity was over 1. Scatter diagram illustrated the correlation between the percentage of OCN^+^ areas and the percentage of nuclear YAP^+^ in OCN^+^ cells in **A**. We ensured accuracy by having at least three different experimenters analyse all images, with the average value of each experiment being shown

## Discussion

The development of fibrosis is a common outcome of tissue repair responses after injuries. When injuries occur, local tissue fibroblasts become activated. Fibroblasts usually play essential roles in the secretion of cytokines and synthesis of ECM components, which initiates wound healing and tissue regeneration [29]. When damage is minor, the repair response is efficient, resulting in the quick elimination of excess ECM components and the restoration of normal tissue architecture. However, when injury is severe, the normal tissue architecture cannot be reconstructed efficiently, and fibrous scars form, which can lead to organ dysfunction and ultimately organ failure [30, 31]. Fibrosis has been known for years to cause major harm to organs, such as the lung, liver, kidney, heart, and skin [30, 32–35]. However, few studies have focused on the consequences of fibrous scarring on bone dysfunction at sites of large and complex bone defects. In this research, we investigated the detailed mechanism by which fibroblasts inhibited osteogenesis during the repair of severe bone defects and defined ‘fibrosis’ as a process that could occur in bone nonunion and harm osteogenesis.

According to the results of our research, fibroblasts inhibited osteogenesis through cell competition with MSCs. Cell competition plays important roles in development, tissue haemostasis and tumorigenesis [20, 36, 37]. Cell competition is frequently a short-range intercellular communication between neighbouring cells, in which cells compare their fitness with that of their neighbours and eliminate the cells with relatively lower fitness, resulting in a ‘winner type’ and a ‘loser type’ [9]. The Hippo signalling pathway plays a critical role in regulating cell competition. YAP overexpression or promotion of YAP nuclear localization in cells can alleviate their ‘loser’ phenotype [19, 37–39]. We found that fibroblasts in the microenvironment of bone repair enhanced the cytoplasmic translocation of YAP in MSCs by activating the Hippo signalling pathway to induce MSCs to show the ‘loser type’. As a result, the proliferation of MSCs was inhibited. Additionally, MSCs could not further differentiate into osteoblasts, and preosteoblasts were eliminated, both leading to inactive osteogenesis in the fibrous scars.

Cell competition can occur via metabolic or structural cell competition [9, 20]. YAP/TAZ can sense changes in the competition of space and nutrients between cells [40]. It has been reported that YAP drives cell competition between variant human pluripotent stem cells (hPSCs) in mosaic cultures. When YAP is sequestered in the cytoplasm, wild-type cells undergo apoptosis, while recurrent culture-acquired aneuploidies obtain growth advantages [38]. YAP also drives cell competition in cancers. High expression levels of YAP have been shown to induce dominant clones when glioma cells are grown in two-dimensional culture conditions or as tumour spheroids [37]. In addition, YAP has been found to regulate cell competition via metabolism [41]. In this project, we found that fibroblasts competed with MSCs independently of direct contact. Fibroblasts induced the nuclear-cytoplasmic shuttling of YAP in MSCs whenever they were in direct or indirect contact. When fibroblasts and MSCs were in direct contact, they shared both space and nutrients. However, the inhibitory effects still existed when fibroblasts and MSCs were cocultured separately in Transwells. In this condition, only the exchange of culture medium through the permeable membrane of the Transwell was allowed. Thus, both limited space and nutrients might contribute to the competition between MSCs and fibroblasts.

YAP and TAZ act as coactivators for the transcription factor TEAD, sharing many functions. Studies have shown that both YAP and TAZ are crucial for inducing osteogenic differentiation of MSCs [11, 42, 43]. YAP and TAZ might play redundant roles in osteogenic differentiation. This notion is supported by Zhao et al.’s observation that YAP knockout blocked neural nest cell osteoblast differentiation, similar to YAP/TAZ double knockdown [44]. In this study, we found that fibroblasts could regulate the nuclear-cytoplasmic localization of YAP in MSCs, thereby hindering the ability of MSCs to differentiate into osteoblasts. Interestingly, knocking down YAP alone significantly impeded the osteoblast differentiation of MSCs even if TAZ expression was not disturbed. Conversely, nuclear localized YAP could fully restore osteoblast differentiation of MSCs despite the presence of fibroblasts. Previous reports showed that knockout of YAP in a mouse model resulted in bone loss and inhibition of osteoblast differentiation in vivo [11]. Moreover, another study showed that YAP knockdown inhibited the osteogenic differentiation of MSCs, while overexpression of YAP enhanced this process [45], which was consistent with our results. These findings and our results suggest that YAP may play a unique role in osteogenesis, since knocking down YAP abrogates MSC osteogenic differentiation, and TAZ is unable to rescue YAP knockdown. MSCs may require sufficient levels of YAP and TAZ for full osteogenic differentiation.

Fibroblasts can regulate osteogenesis via diverse mechanisms. As mentioned above, microRNAs and cytokines secreted by fibroblasts also contribute to the inhibition of osteogenesis [7, 8]. In this project, we discovered that fibroblasts secreted a natural Wnt signal inhibitor, DKK1, to further inhibit osteogenesis. Wnt/β-Catenin signalling has been proven to play important roles in bone development and osteogenesis [28, 46]. In recent years, targeting Wnt signalling to enhance osteogenesis has remained a hot spot in bone healing research [27, 35]. Anti-DKK1 has been reported to enhance osteogenic differentiation of MSCs [47], and miRNA-488, which targets DKK1, has also been proven to enhance bone healing [48]. We found that DKK1 could be a cytokine secreted by fibroblasts to inhibit osteogenesis. Targeting fibroblasts may provide another approach to inhibit DKK1 and activation of Wnt signalling, further enhancing osteogenesis.

The role of DKK1 in osteogenesis has been known for years. Bajada et al. identified a stromal cell population from bone nonunion tissues similar to MSCs, which could be differentiated into osteoblasts. However, compared with bone marrow-derived MSCs, the osteogenic differentiation capabilities of stromal cells from bone nonunion tissues were limited due to DKK1 autocrine signalling [49]. Other reports have also demonstrated that knocking out DKK1 can enhance osteogenesis in different animal models [26, 47, 50, 51]. In contrast to previous reports, our study showed that fibroblasts could secrete DKK1 to target MSCs. Thus, DKK1 may originate from both autocrine and paracrine sources to target MSCs, ultimately playing a vital role in inhibiting the osteoblast differentiation of MSCs.

## Conclusion

Our research has revealed that fibroblasts can inhibit osteoblast differentiation of MSCs under coculture conditions. We found that this process occurs through two mechanisms. First, fibroblasts can regulate the nuclear-cytoplasmic shuttling of YAP in MSCs, which is crucial for regulating the osteoblast differentiation of MSCs. Second, fibroblasts secrete DKK1, which inhibits the formation of calcium nodules at the late stage of osteogenesis. Our findings also suggest that the accumulation of fibrous tissues is associated with the cytoplasmic localization of YAP in preosteoblasts and reduced osteogenesis in vivo. Taken together, these results indicate that fibroblasts can competitively inhibit the osteogenesis of MSCs, potentially leading to bone fracture nonunion.

### Supplementary Information

**Additional file 1: Table S1.** Characteristics of the five donors with bone nonunion. **Table S2.** Primer sequences of Quantitative real-time PCR. **Figure S1.** The effects of conditional media from the fibroblasts on BMP2 induced osteoblast differentiation of MSCs. **Figure S2.** YAP knocked down affected proliferation and osteoblast differentiation of MSCs. **Figure S3.** The effects of conditional media from fibroblasts on the nuclear-cytoplasmic localization of YAP in MSCs. **Figure S4.** The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in human bone nonunion. **Figure S5.** The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in BMP2 induced ectopic osteogenesis. **Figure S6.** The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in BMP2 induced ectopic osteogenesis. **Figure S7.** Original data of gels conducted by Western Blot.

## Data Availability

The dataset supporting the conclusions of this article is available at the Gene Expression Omnibus (GEO) (No. GSE205156).

# Supplementary material for: Fibroblasts inhibit osteogenesis by regulating nuclear-cytoplasmic shuttling of YAP in mesenchymal stem cells and secreting DKK1
**Source:** Biol Res. 2024 Jan 20;57:4. doi: 10.1186/s40659-023-00481-y
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Characteristics of the five donors with bone nonunion. Table S2. Primer sequences of Quantitative real-time PCR. Figure S1. The effects of conditional media from the fibroblasts on BMP2 induced osteoblast differentiation of MSCs. Figure S2. YAP knocked down affected proliferation and osteoblast differentiation of MSCs. Figure S3. The effects of conditional media from fibroblasts on the nuclear-cytoplasmic localization of YAP in MSCs. Figure S4. The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in human bone nonunion. Figure S5. The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in BMP2 induced ectopic osteogenesis. Figure S6. The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in BMP2 induced ectopic osteogenesis. Figure S7. Original data of gels conducted by Western Blot.

**Additional file 1**

**Fibroblasts Inhibit Osteogenesis by Regulating Nuclear-Cytoplasmic Shuttling of YAP in Mesenchymal Stem Cells and Secreting DKK1**

Fei Huang^c^, Guozhen Wei^a,b^, Hai Wang^a,b^, Ying Zhang^c^, Wenbin Lan^a,b^, Yun Xie^a,b*^, Gui Wu^a,b*^

China ­

Yun Xie, MD

Department of orthopaedics,

the First Affiliated Hospital of Fujian Medical University,

No. 20, Chazhong Road, Taijiang District, Fuzhou, 350005

China

| Table S1. Characteristics of the five donors with bone nonunion | |
| --- | --- |
| Bone nonunion cases | n=5 |
| **Age**/yr |  |
| Average | 39.4 |
| Range | 27-57 |
| **Sex**/No. patients (number) |  |
| Female | 2 |
| Male | 3 |
| **Location of bone fracture nonunion**/ No. patients (number) |  |
| Femoral | 3 |
| Tibial | 2 |
| **Time from fractures to non-union**/ months |  |
| Average | 16 |
| Range | 7-36 |
| **Other concomitant diseases**/ No. patients (number) |  |
| Yes | 0 |
| No | 5 |

**Table S2 Primer sequences of Quantitative real-time PCR**

| Gene Names | Forward (5’-3’) | Reverse (5’-3’) |
| --- | --- | --- |
| *Runx2* | AGAGTCAGATTACAGATCCCAGG | TGGCTCTTCTTACTGAGAGAGG |
| *Ocn* | CCACCCGGGAGCAGTGT | CTAAATAGTGATACCGTAGATGCGTTTG |
| *Osx* | TCTCAAGCACCAATGGACTCCT | GGGTAGTCATTTGCATAGCCAGA |
| *Gapdh* | CATGGCCTTCCGTGTTCCTA | CCTGCTTCACCACCTTCTTGAT |

**S1**

**
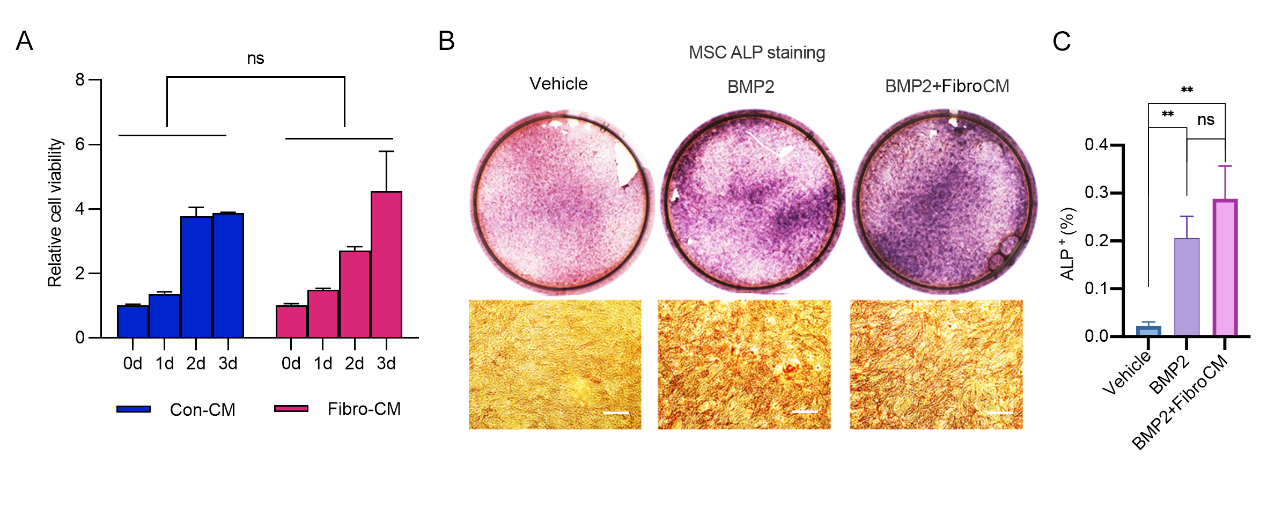
**

**Figure S1. The effects of conditional media from the fibroblasts on BMP2 induced osteoblast differentiation of MSCs.**

1. A total of 3×10^3^ MSCs were treated with conditional media from fibroblasts for the indicated time point. Subsequently, the cells were harvested and subjected to the CCK-8 assay. The experiments were conducted for three times, and the average relative cell viability to Day 0 was calculated and presented.
2. After 1×10^4^ MSCs were treated with conditional media from fibroblasts and BMP2 was utilized to induce osteogenic differentiation of MSCs for seven days, then cells were harvested and subjected to ALP staining. Representative images of wells and cells were presented. Scale bars, 100 μm.
3. The percentages of ALP^+^ cells in (B) were quantitatively analyzed. The average percentages of ALP+ cells were calculated from at least three fields and shown (***P <0.01*).

**S2**

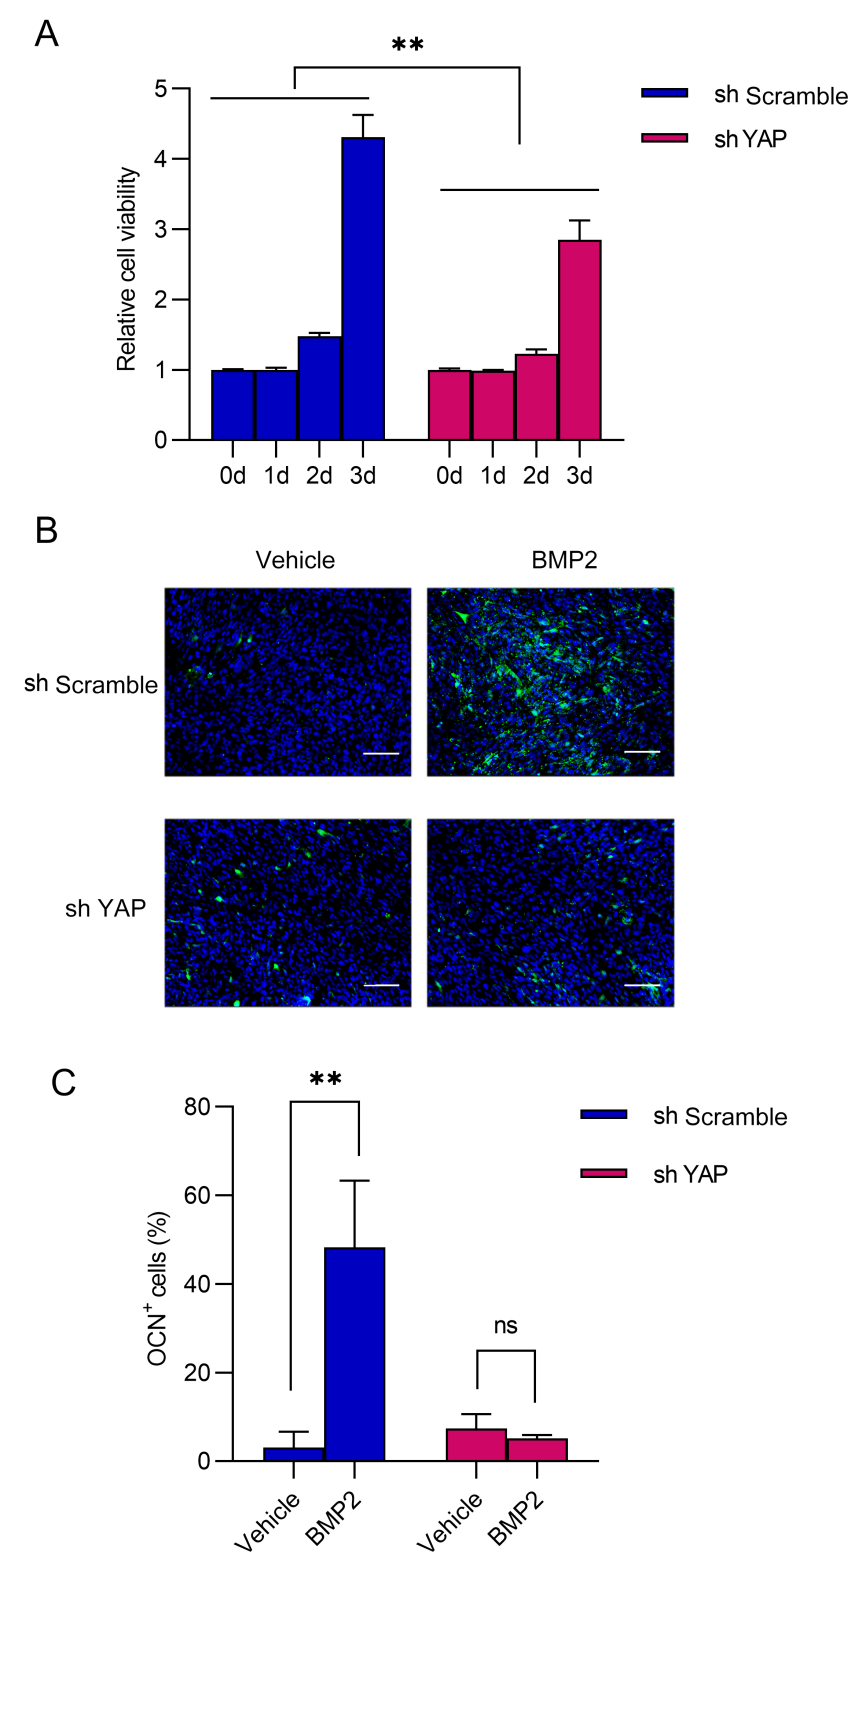

**Figure S2. YAP knocked down affected proliferation and osteoblast differentiation of MSCs.**

1. After YAP was knocked down, 3×10^3^ MSCs were cultured in a single well of a 96-well plate for the indicated time point. Subsequently, the cells were harvested and subjected to the CCK-8 assay. The experiments were conducted for three times and the average relative cell viability to Day 0 was calculated and presented (***P <0.01*).
2. After YAP was knocked down, 1×10^4^ MSCs were cultured either with a vehicle or with 200 ng/mL BMP2 for seven days. Subsequently, cells were harvested and subjected to immunofluorescent staining. OCN was marked green color, while DAPI was marked blue color. Representative images were presented. Scale bars, 100 μm.
3. The percentages of OCN^+^ cells in (B) were quantitatively analyzed. The average percentages of OCN^+^ cells were calculated from at least three fields and shown (**P<0.05; **P <0.01*).

**S3**

**
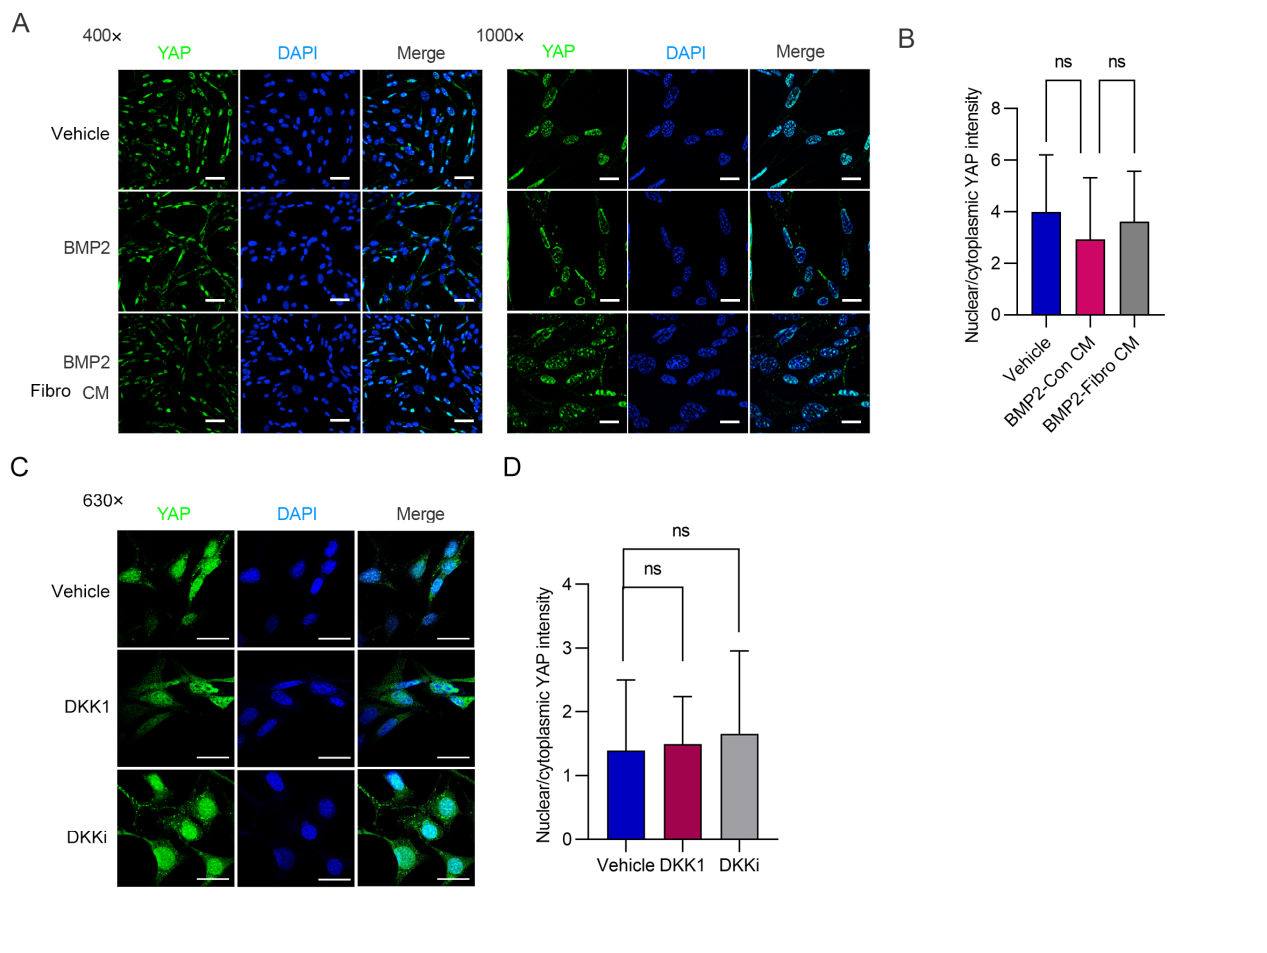
**

**Figure S3. The effects of conditional media from fibroblasts on the nuclear-cytoplasmic localization of YAP in MSCs.**

A. After being treated with a vehicle, 200 ng/mL BMP2 or conditional media from fibroblasts for two hours, MSCs were harvested and subjected to immunofluorescent staining. Representative immunofluorescent staining images of MSCs were shown. Green color represented YAP, while blue color indicated DAPI. Scale bars, 25 μm for 400×, 10μm for 1000×.

B. Quantitative analysis of nuclear/cytoplasmic YAP intensity of MSCs in (A) was shown. The average nuclear/cytoplasmic YAP intensity of at least ten cells were calculated and presented.

C. After being treated with a vehicle, 10 ng/mL DKK1 or 5 μM gallocyanine (DKKi) for two hours, MSCs were harvested and subjected to immunofluorescent staining. Representative immunofluorescent staining images of MSCs were shown. Green color represented YAP, while blue color indicated DAPI. Scale bars, 10 μm.

D. Quantitative analysis of nuclear/cytoplasmic YAP intensity of MSCs in (C) was shown. The average nuclear/cytoplasmic YAP intensity of at least ten cells were calculated and presented.

**S4**

**
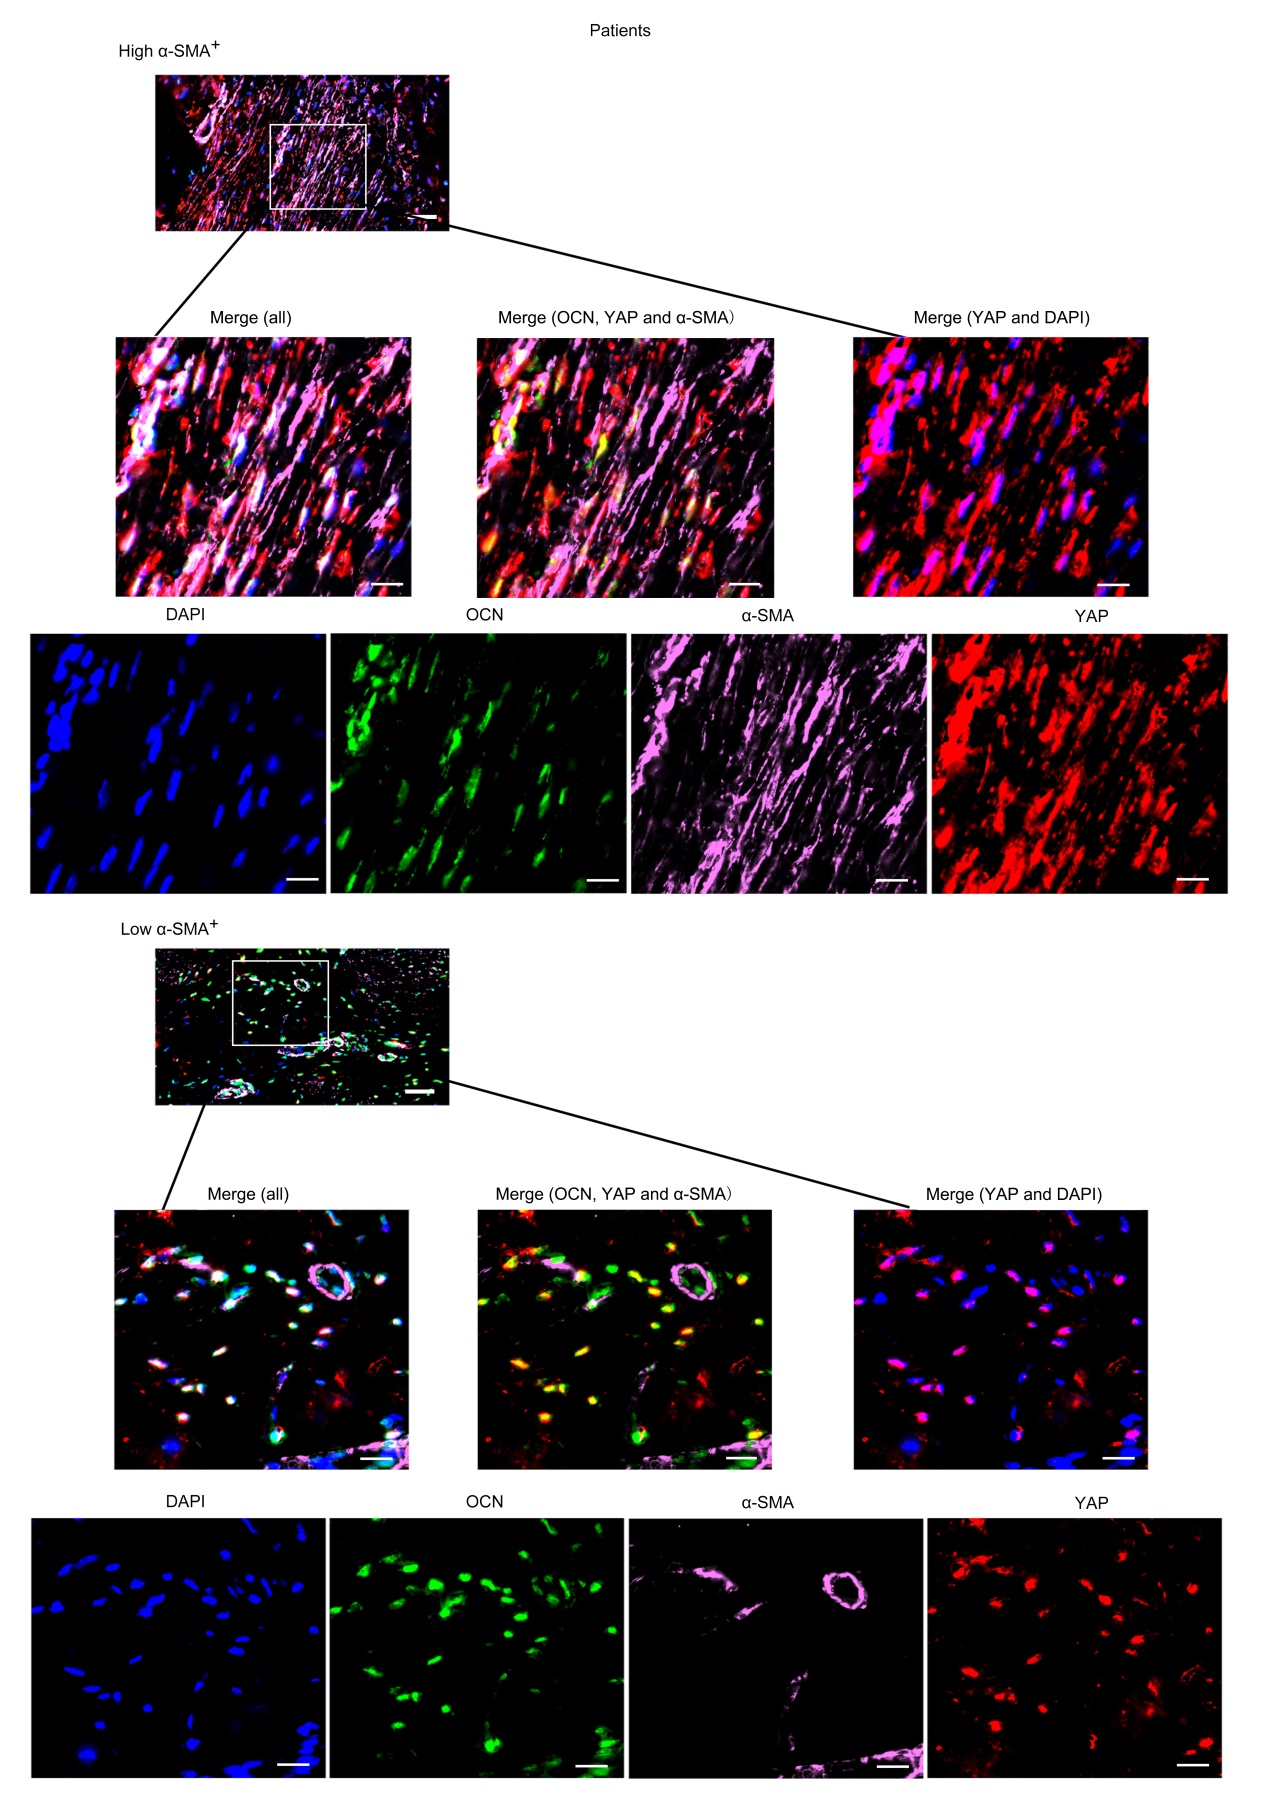
**

**Figure S4. The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in human bone nonunion**

Tissues obtained from patients with nonunion of fractures were harvested and sliced into multiple sections. These sections were subsequently divided into several small unites to enable thorough analysis following immunofluorescent staining. If the α-SMA positive area was over 50%, the area was classified as the high α-SMA expression area, while less than 50% was considered as low expression. Magnification of immunofluorescent staining images in Fig. 6A were shown. DAPI, OCN and YAP were also stained as indicated in the images. Scale bars, 20 μm.

**S5**

**
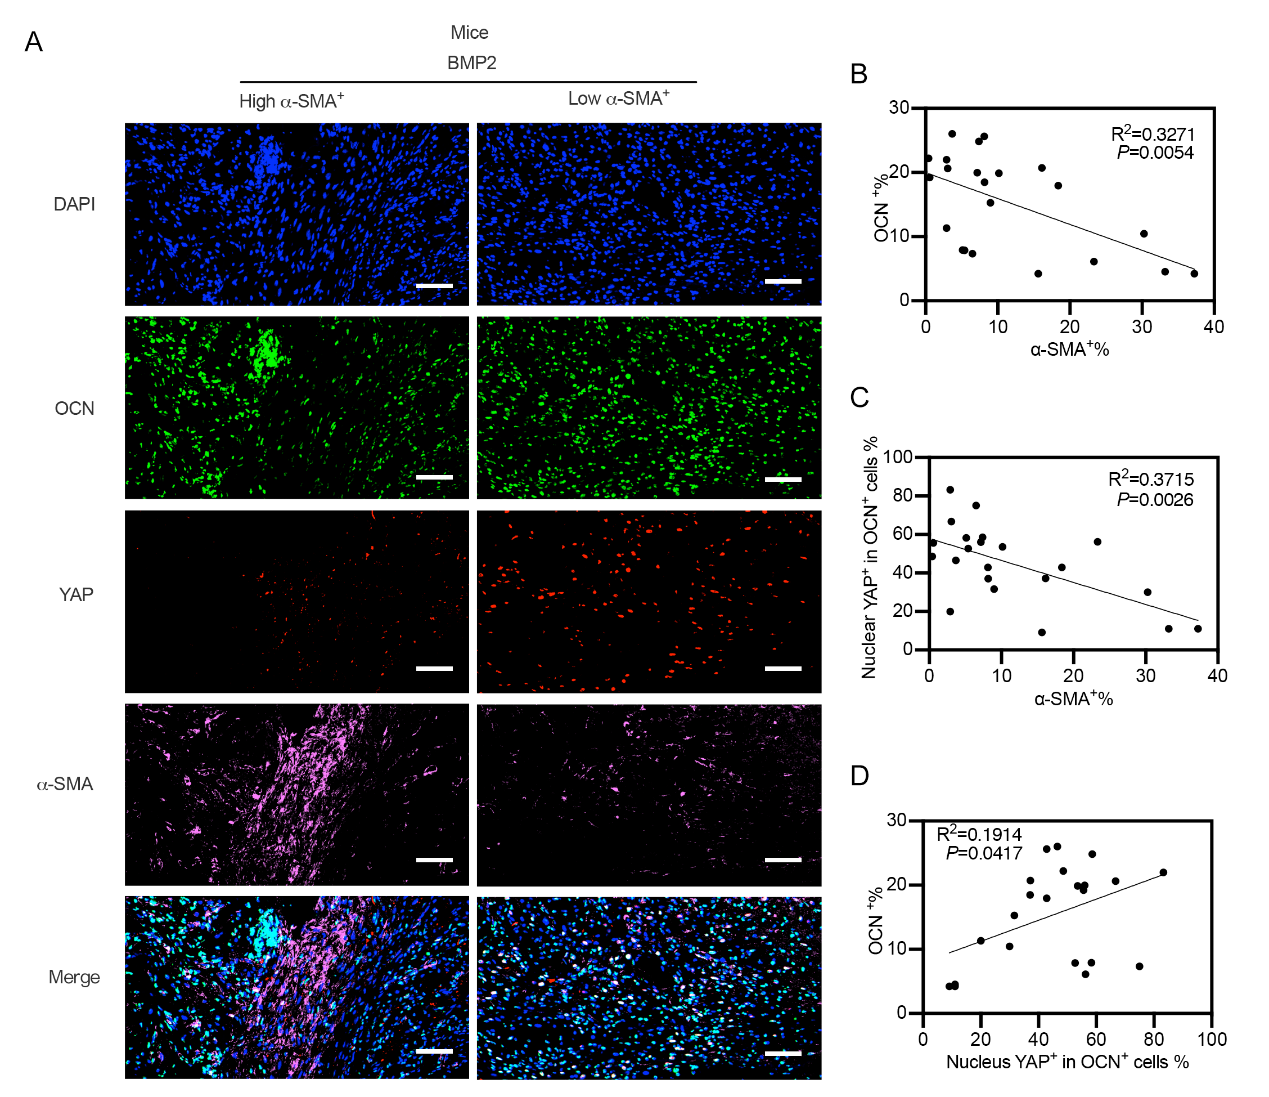
**

**Figure S5. The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in BMP2 induced ectopic osteogenesis.**

A. BMP2/collagen gels were implanted into the muscles of mice for a period of 8 weeks. The resulting tissues were harvested for analysis. Each section of immunofluorescent staining image was segmented into multiple small unites for further analysis. If the α-SMA positive area was over 50%, the area was classified as the high α-SMA expression area, while less than 50% was considered as low expression. Representative immunofluorescent staining images either with high or with low α-SMA^+^ expression were shown. DAPI, OCN and YAP were also stained as indicated in the images. Scale bars, 100 μm.

B. Scatter diagram illustrated the correlation between the percentage of α-SMA^+^ areas and the percentage of OCN^+^ areas in (A). We ensured accuracy by having at least three different experimenters analyze all images, with the average value of each experiment being shown.

C. The nuclear and cytoplasmic YAP intensity in OCN positive cells were calculated using the software Image J. Nuclear YAP positive cells were defined as cells in which the nuclear YAP intensity/cytoplasmic YAP intensity was over 1. Scatter diagram illustrated the correlation between the percentage of α-SMA^+^ areas and the percentage of nuclear YAP^+^ in OCN^+^ cells in (A). We ensured accuracy by having at least three different experimenters analyze all images, with the average value of each experiment being shown.

D. Scatter diagram illustrated the correlation between the percentage of OCN^+^ areas and the percentage of nuclear YAP^+^ in OCN^+^ cells in (A). We ensured accuracy by having at least three different experimenters analyze all images, with the average value of each experiment being shown.

**S6**

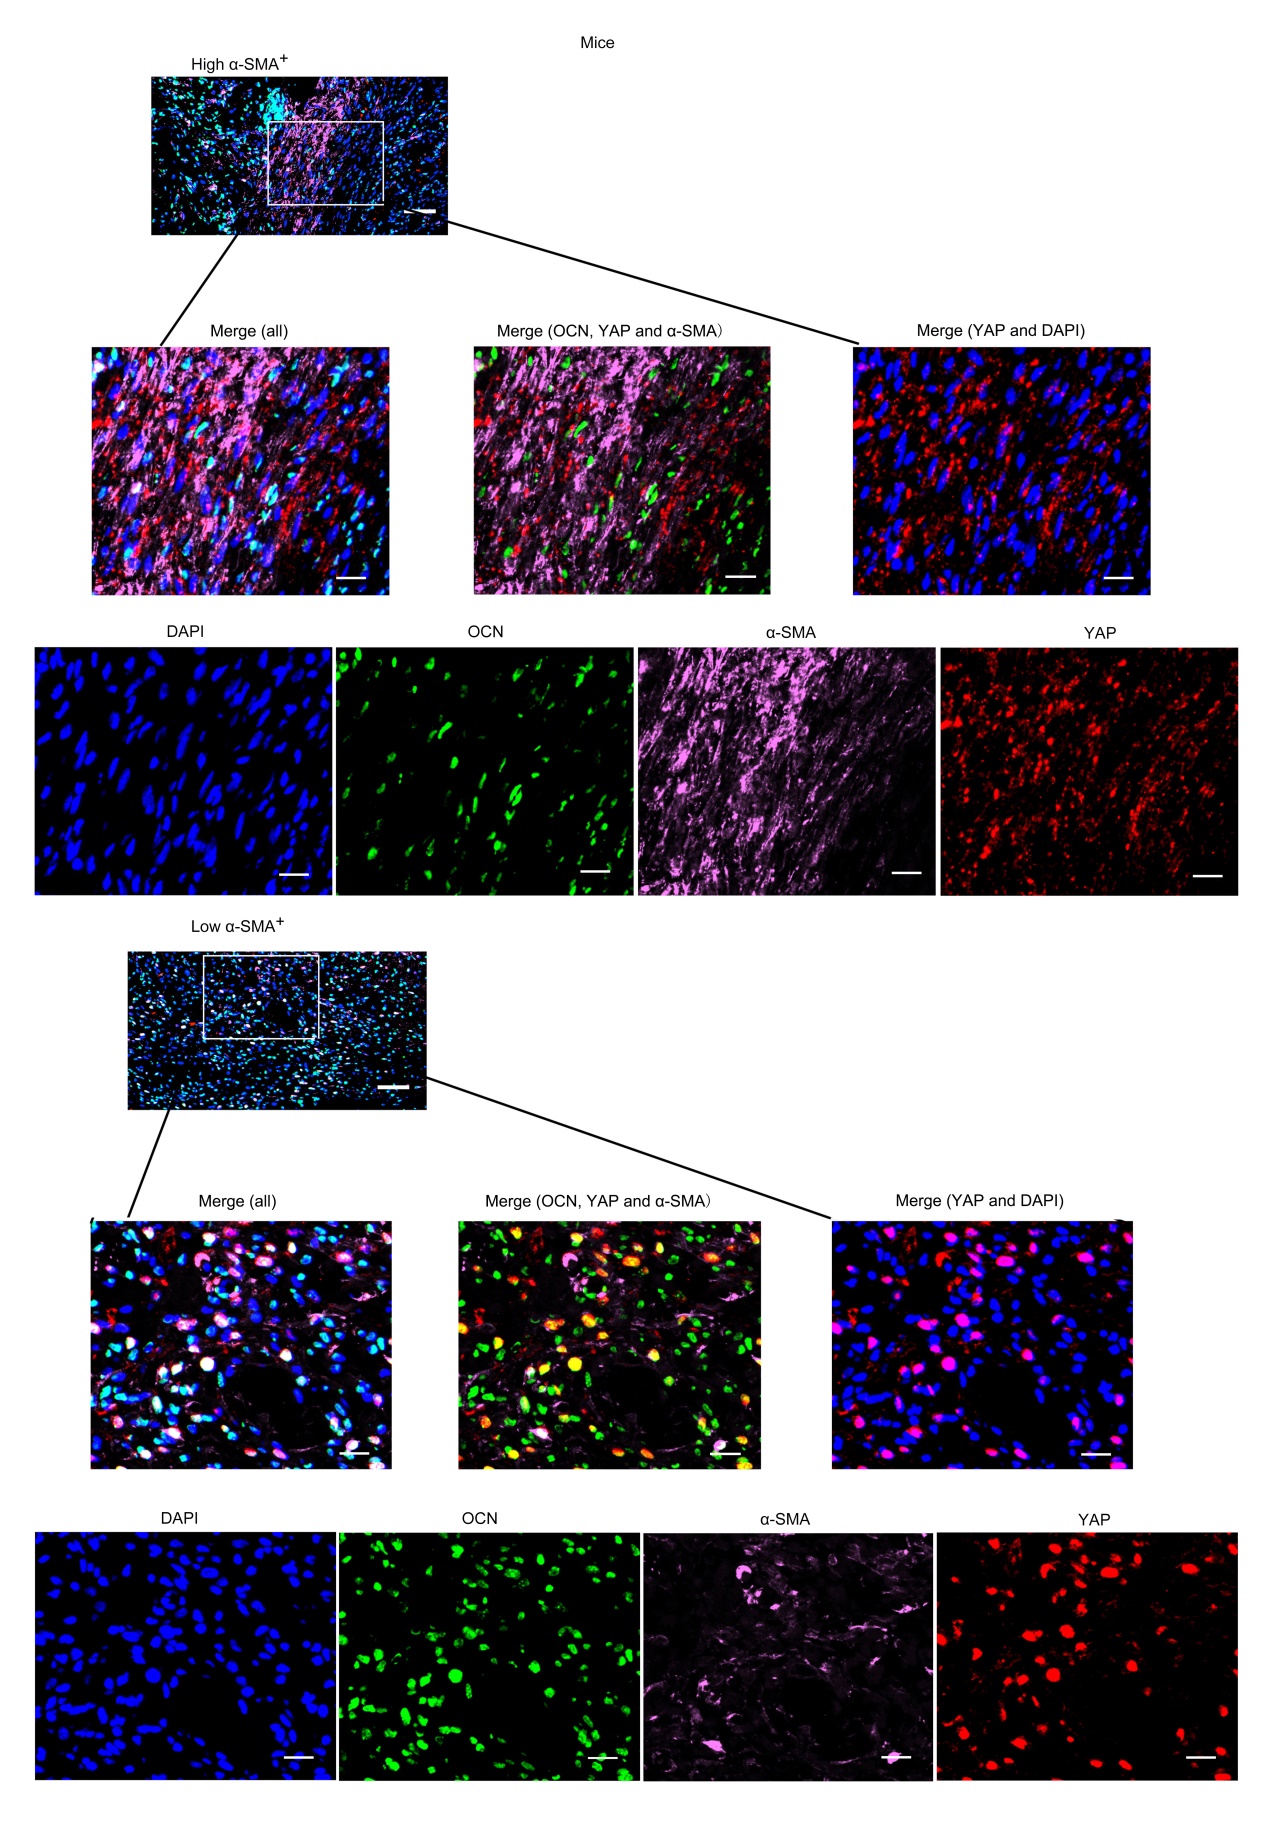

**Figure S6. The correlations among fibrous tissues accumulation, osteogenesis and YAP nuclear-cytoplasmic shuttling in BMP2 induced ectopic osteogenesis.**

BMP2/collagen gels were implanted into the muscles of mice for a period of 8 weeks. The resulting tissues were harvested for analysis. Each section of immunofluorescent staining image was segmented into multiple small unites for further analysis. If the α-SMA positive area was over 50%, the area was classified as the high α-SMA expression area, while less than 50% was considered as low expression. Magnification of immunofluorescent staining images in Fig. S5A were shown. DAPI, OCN and YAP were also stained as indicated in the images. Scale bars, 20 μm.

**S7**

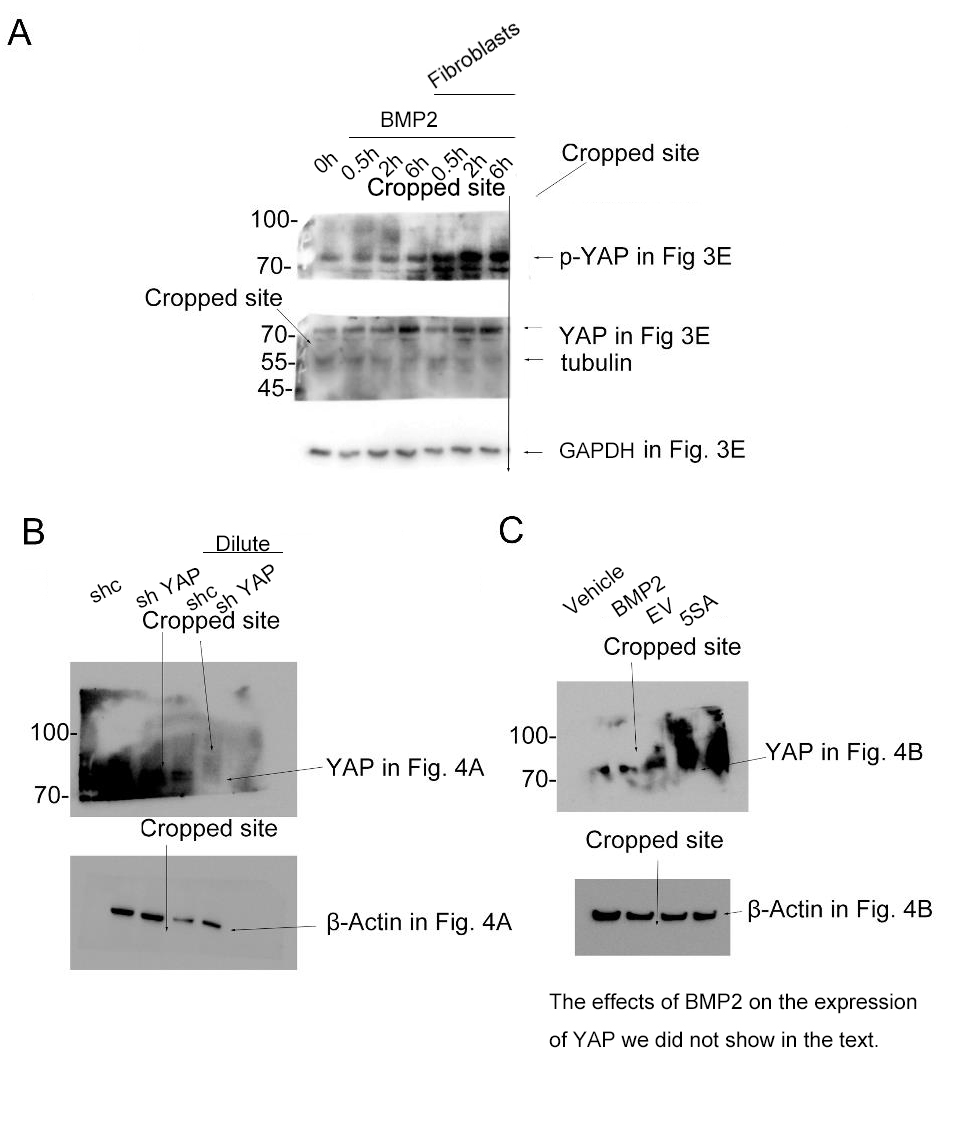

**Figure S7**. Original data of gels conducted by Western Blot.

1. Original data of gels in Fig. 3E.
2. Original data of gels in Fig. 4A.
3. Original data of gels in Fig. 4B.

How the deposited data were processed for this re-analysis (not part of the article)

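RNA-seq of mouse embryonic fibroblasts was analysed in 4 conditions: alone, cocultured with MSCs, and each of these with the NF-κB inhibitor QNZ, all at 48 h. Each condition had 1 library, and every column of the deposited table was matched to a condition by its name (0 columns were left unmatched). The authors mapped the reads to mm10 with STAR 2.5.4b and name Cuffnorm of Cufflinks 2.2.1 for the expression values. The authors deposited 1 table with a read count and an FPKM for each gene and library. The read counts are whole numbers with no normalization. The deposited FPKM were recomputed from the count, the gene length and the total of the count column, and 0 gene IDs differed in any library by more than a relative tolerance of 1e-06. The read counter, the annotation version and the strand setting are not stated.

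Values of 23 symbols with more than 1 gene ID were summed, which left 21839 genes. The scale was log2(FPKM + 1), as in Fig. 5A, and a gene was counted where it differed by at least 1 between libraries. With 1 library per condition no p-value, standard error or standard deviation is given, and the counts describe these libraries. An additive fit of coculture and QNZ over the 4 libraries, which would leave 1 residual degree of freedom, was not run. The comparisons were coculture against alone without QNZ and with QNZ, and QNZ against none in fibroblasts alone and in coculture. Ratios of counts per 1000000 reads (CPM) were given with exact binomial intervals, and reads with exact Poisson intervals, at 95%, for counting error only. A count of 0 was given the limit of 3 reads, which is 0.195, 0.202, 0.190 and 0.228 CPM in fibroblasts alone, cocultured, alone with QNZ and cocultured with QNZ.

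Before the data were examined, 35 gene lists, the rule of size, the rule for named genes and the alternatives named first below were fixed. List members were measured where the FPKM was at least 1 in any library. A member low in fibroblasts alone could therefore enter a list only through a library where it was high. The median of each list was placed among 10000 random lists of the same size, drawn from 50 bins of mean expression, and these percentiles are not p-values. Named genes were every gene the paper names for RNA, the 10 largest rises and the 10 largest falls at an FPKM of at least 5 that were counted the same way in the pair with QNZ, the 10 largest rises and 5 largest falls among cytokines, up to 4 members of each other list, and the 5 largest rises and falls with QNZ that were counted in both QNZ comparisons. Predicted genes, genes with a Rik name, and ribosomal, small nucleolar and micro RNAs were left out of the lists of largest changes. The figure of the 10 cytokines had been seen before the rules were written.

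The alternatives were pseudocounts of 0.1 and 0.01, filters at an FPKM of at least 1 or 5, median-of-ratios scaling, TPM, the highest gene ID per symbol, a size of 2, and the pair with QNZ. After the data were seen, a correction was added that divides each library by a smooth factor of gene length and GC content (lowess with a span of 0.3, in 3 rounds). The same holds for a comparison of Y-linked genes with 200 genes matched on length, GC content and reads, for gaps drawn from such matched genes, and for the counting interval of Dkk1. Gene positions came from the deposited table, and overlaps, exons and GC content from GENCODE M21, which holds 21845 of the gene IDs, 21749 of them at the same positions.

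The rule of size was tested on simulated data built from the same libraries. It counted 100 of 100 genes changed by 4 times, 100 of 100 changed by 3 times and 0 of 21639 unchanged genes. The changed genes were drawn from those at an FPKM of at least 5 in fibroblasts alone, and the simulated counts held counting error only. The result therefore gives neither a rate of false counts between real cultures nor the recovery of genes with few reads. A simulated trend with gene length fell from a rank correlation of 0.93 to 0.01 after the correction. Of 40 unchanged lists, 2 lay outside the middle 95% of random lists. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

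The other experiments of the paper (staining, ELISA, Western blot, flow cytometry and animal experiments) have no file among those used here and were not analysed. Of the listed RNA genes, 9 of the nuclear-retained or non-polyadenylated list and Xist are not in the table, and the 4 measured members of that list are histone genes. Some genes that the rule names are not reported here.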

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

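Of the tests in this part, those of matched genes and matched gaps, of the share of male RNA and of the reads expected for Dkk1, and the removal of the length and GC trend, were chosen only after the result was seen.

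The libraries with QNZ, which the paper does not report, showed differences of their own. QNZ went with 126 genes higher and 169 lower in fibroblasts alone, and with 35 higher and 86 lower in coculture. Which side was larger in fibroblasts alone depends on the scaling and the pseudocount, with 599 higher and 200 lower as TPM, and 876 and 469 with a pseudocount of 0.1. Grem1, which the paper does not report for these libraries, had a log2 difference of 3.56 between cocultured fibroblasts and fibroblasts alone, and 2.92 in the pair with QNZ.

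More genes were higher than lower in coculture, and the difference followed gene length, with a rank correlation of 0.51 across genes. With median-of-ratios scaling 1.27 genes were higher for each gene lower, above the bound set beforehand against a shift from the scaling to total reads. The median difference over expressed genes was still 0.17 with that scaling. A shift of all genes may therefore remain, and this test does not decide. With the length and GC trend removed, 44.9% of the counted genes (1782 of 3971) stayed counted with the same sign. This share lies between the bounds set for and against the trend, so the trend and an effect of coculture cannot be told apart for the excess of higher genes. The trend was present in the pair with QNZ, with a rank correlation of 0.49, and weaker without coculture, for QNZ in fibroblasts alone, with 0.33, so it is not confined to coculture, and an effect of coculture that depends on gene length stays open as a biological explanation that was not tested.

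The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which the paper does not discuss, had a median log2 ratio of reads of 2.38 between cocultured fibroblasts and fibroblasts alone, and 1.91 in the pair with QNZ. Among 200 genes matched on length, GC content and reads, their median percentile was 71.5 in the pair without QNZ and 82.8 with QNZ, so the trend of the libraries may account for the rise. Their median exceeded that of their X-linked partners by at least 1.34, above the bound set beforehand against the trend, but this bound did not allow for the spread of genes under the trend: among gaps drawn from genes matched to the Y-linked genes and to the partners, the gaps lay at percentiles 68.4 without QNZ and 78.8 with QNZ, where the matched genes had medians of 1.62 and 0.42 without QNZ and of 1.08 and 0.25 with QNZ. The ratios of Y gene to X partner spread over up to 1.70, so a larger share of male RNA in coculture cannot be told apart from the trend. No biological explanation was tested.

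Dkk1 had 0 reads in both libraries with QNZ, and 21 in coculture without it. Fibroblasts alone without QNZ had 2 reads, and the 95% interval of the QNZ ratio in fibroblasts alone reaches up to 5.20. The 0 reads in fibroblasts alone with QNZ therefore do not show a fall. At the level without QNZ, 18.6 reads were expected in the cocultured library with QNZ, which argues against its lower depth. Of 1558 genes with 10 to 40 reads in coculture, 16 (1.03%) had no read in coculture with QNZ, which argues against a general loss of genes with few reads. With the expected reads taken as exact, Dkk1 was at least 6.19-fold lower with QNZ against a floor of 3 reads, and the 95% interval of the ratio of reads, which counts the error of both libraries, reaches up to 0.217. A lower level of Dkk1 with QNZ stays as a hypothesis, since 1 library per condition does not show the spread between cultures.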

How the results depend on the processing

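The removal of the length and GC trend was chosen only after the data were seen. Each condition had 1 library, so leaving out a replicate did not apply. A paired or additive fit over the pairs without and with QNZ was not run. Genes higher in coculture outnumbered genes lower, without and with QNZ, under every alternative that was run. At least 85.5% of the genes counted without QNZ had the same sign with QNZ in the alternatives that were run. The filter at an FPKM of at least 1 and the highest gene ID per symbol left the counts of genes as they were. For the filter this holds by construction, since a counted gene has an FPKM of at least 1 in the higher library. At a size of 2, 365 genes were higher and 125 lower. The low depth of Dkk1 and of most genes of Fig. 5A makes their size depend on the pseudocount, by its construction. TPM divides each library by its sum of FPKM, which without QNZ was 349354 in fibroblasts alone and 244016 in cocultured fibroblasts. By its construction this raises values in coculture more than those alone. TPM are also larger numbers than FPKM here, so the pseudocount of 1 weighs less. For the remaining changes below the cause was not tested.

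With a pseudocount of 0.1, 5114 genes were higher without QNZ, 3518 with QNZ, 876 higher and 469 lower for QNZ in fibroblasts alone, and 328 higher and 590 lower for QNZ in coculture. With 0.01 the counts were 6659 higher and 2014 lower, 4777 and 1948, 2036 and 1125, and 999 and 1580 in the same order. As TPM they were 6022 and 661, 4102 and 600, 599 higher and 200 lower for QNZ alone, and 126 and 284 for QNZ in coculture. Median-of-ratios scaling gave 48 higher and 273 lower for QNZ in fibroblasts alone. With the trend removed, 1393 were higher without QNZ, 914 higher and 592 lower with QNZ, and 50 higher and 230 lower for QNZ in fibroblasts alone.

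The difference of Dkk1 was 2.15 and 3.22 with pseudocounts of 0.1 and 0.01, 1.55 as TPM and 0 in the pair with QNZ. Neither filter kept Dkk1, so it has no value there. Of the genes of Fig. 5A, 8 and 9 passed the size of 1 with pseudocounts of 0.1 and 0.01, and 6 as TPM. The filter at an FPKM of at least 1 kept 3 of them, all 3 higher, and that at 5 kept 1, which was higher and passed the size. With the trend removed, the median of 4 histone genes was 0.041 and the difference of Hist1h4i 0.39, opposite in sign to the values as deposited. Of the named genes, 30 kept their sign but no longer passed the size of 1 with the trend removed, besides Hist1h4i, as did 8 with median-of-ratios scaling and 5 as TPM.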

Differences from the paper's values

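The values of Fig. 5B were within 1.5 times of the values here for each of the 10 genes. The axis of that figure is labelled log2(FPKM + 1), but its bars match the ratio of log2(FPKM + 1) in coculture to that in fibroblasts alone, and the comparison was made on that scale. The bar heights were measured from the picture after the values here were known. The bar of Fgf11 is about 20 in Fig. 5B, and the ratio here was 20.5. For Dkk1 the bar is about 8.8 in Fig. 5B, and the ratio here was 8.80, whereas the ratio of FPKM was 10.9. For Il33 the bar is about 2.1 in Fig. 5B and the ratio here was 2.26. In the pair with QNZ, which the figure does not show, the ratio was 7.24 for Fgf11 and 0.62 for Fgf16.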

Other observations

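Values with the length and GC trend removed were chosen only after the data were seen.

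Some members of several gene lists differed with QNZ, and mitochondrial reads, a possible sign of RNA quality, moved with it as well. RNA quality itself could not be checked. Over all measured genes, 1.1% were higher and 1.5% lower with QNZ in fibroblasts alone, and 0.3% and 0.8% in coculture. Of 12 mitochondrially encoded genes, 4 were higher in each QNZ comparison, with medians of 0.88 alone and 0.81 in coculture, and the share of mitochondrial reads with QNZ was 0.580% alone and 1.49% in coculture. Of the 4 measured histone genes, 2 were lower with QNZ alone, with a median of -0.88, and none in coculture, with -0.34. In fibroblasts alone, 15 of 30 interferon-stimulated genes and 9 of 20 contractile genes were lower with QNZ and none was higher, with medians of -0.98 and -0.77. In coculture none of the interferon-stimulated genes was counted with QNZ, with a median of -0.18, and 6 contractile genes were lower. The fall of interferon-stimulated genes with QNZ alone and their fall in coculture without QNZ share 1 library, fibroblasts alone without QNZ. These falls are therefore not independent, and a high level in that library would give both. Of 31 genes of collagens and matrix, 10 were lower with QNZ alone and 6 in coculture, including Col3a1, a fibrillar collagen, with differences of -1.84 and -1.48. Of 33 target genes of NF-κB, 3 were lower and none higher with QNZ alone, with a median of -0.14, and 1 was lower in coculture. These falls were small, but the medians lay low among random lists, at percentile 0.15 alone and 0.49 in coculture. Of 28 ATF4 and amino acid starvation genes, 10 were higher with QNZ alone and 3 in coculture, and Cth, an enzyme of cysteine synthesis, had differences of 1.71 and 1.14. Of 24 cholesterol synthesis genes, 2 were higher with QNZ alone and 9 in coculture, with medians of 0.52 and 0.88, and with median-of-ratios scaling or with the trend removed none was counted with QNZ alone. The autophagy receptor Sqstm1 had differences of 1.30 and 1.05, and the interferon-induced genes Ifi27l2b and Ifitm1 had -3.28 and -2.22 in fibroblasts alone and -1.91 and -1.07 in coculture. The differences between the QNZ comparisons were not tested.

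In the pair with QNZ, 1584 genes were higher and 986 lower in coculture. Of the 3971 genes counted without QNZ, 3944 had the same sign with QNZ, 2307 were counted the same way in both pairs and 0 in opposite ways. Cell cycle genes were lower in both pairs, with 28 of 37 lower with QNZ. The median of the interferon-stimulated genes was 0.30 with QNZ, and as TPM it was 0.06 without QNZ and 0.69 with QNZ. Cxcl10 had a difference of 0.40 with QNZ. The difference between the pairs was not tested.

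The other gene lists were compared in the same way between cocultured fibroblasts and fibroblasts alone without QNZ, with percentiles among random lists. Of 21 measured YAP/TEAD target genes, 9 were higher and none lower, with a median of 0.96 (percentile 99.9) and Igfbp3 at 2.45. In the pair with QNZ 3 were higher and none lower, with a median of 0.50. After the trend was removed in the pair without QNZ, 4 were higher and the median was 0.44. Yap1 had a difference of 0.66, and -0.39 with the trend removed, and Wwtr1 (TAZ) had 1.06, and 0.49 with the trend removed. Of 22 bone marrow stromal cell markers, 18 were measured in these fibroblast libraries, and Kitl had a difference of 1.77. Of 22 p53 target genes, 7 were higher and 2 lower (percentile 99.8), with Trp53inp1 at 3.13. In the pair with QNZ 3 were higher and none lower. Of 28 ATF4 genes, 8 were higher and 2 lower (percentile 99.6), with Vldlr at 2.97. In the pair with QNZ 3 were higher and 3 lower. Of 26 immediate early genes, 7 were higher and none lower (percentile 92.3, and 99.95 with the trend removed), close to the share of 24.0% higher among all measured genes, with the transcription factor Klf4 at 2.36. Of 24 oxidative stress genes, 3 were higher and 5 lower, with a median of -0.31 (percentile 40.5), or 0.20 as TPM. Prdx1 had a difference of -1.75 and Mt1 one of 1.77. Etv1 had a difference of 1.22, and 0.35 with the trend removed.

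Markers of other cell types were mostly low. Of 27 macrophage and haematopoietic markers, 9 were measured, and 4 of these were higher and 1 lower, with Ctss at 1.48, Lyz2 at 1.37 and Cd68 at 1.32. Their median was 0.66 without QNZ and -0.11 with QNZ, or 0.042 with QNZ as TPM. The median without QNZ lay at percentile 38.8 among random lists, and at 99.5 with the trend removed. With QNZ it lay at percentile 1.24, and at 51.2 with the trend removed. Of 18 chondrocyte markers, 3 were measured and all 3 were higher (percentile 89.2), with Sox9 at 2.23. Col11a2 and Col9a3 reached an FPKM of 1 with coculture only, so the filter kept them only through their rise. Col11a2 had 0.89 after the trend was removed and Col9a3 had 0.97 with median-of-ratios scaling. Of 7 measured adipocyte markers, 3 were higher and none lower, including Pparg at 1.22, and with the trend removed 1 was higher. Of 5 measured muscle markers 1 was lower, with a median of -0.33. The 2 measured endothelial markers and 3 epithelial markers had medians of -0.55 and -0.04 with none counted, and the epithelial median was 0.47 as TPM. Of 6 neural and glial markers, 1 was higher and 1 lower, with a median of -0.14, or 0.17 as TPM. Of 4 measured sex-linked genes, 3 were higher and none lower by the rule of size.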
